# *Drosophila* AHR limits tumor growth and stem cell proliferation in the intestine

**DOI:** 10.12688/wellcomeopenres.23515.3

**Published:** 2025-04-25

**Authors:** Minghua Tsai, Jiawei Sun, Cyrille Alexandre, Michael Shapiro, Adrien Franchet, Ying Li, Alex P. Gould, Jean-Paul Vincent, Brigitta Stockinger, Nicola Laura Diny

**Keywords:** aryl hydrocarbon receptor, spineless, Drosophila, intestinal epithelium, tumour suppressor

## Abstract

**Background:**

The aryl hydrocarbon receptor (AHR) plays important roles in intestinal homeostasis, limiting tumour growth and promoting differentiation in the intestinal epithelium. Spineless, the *Drosophila* homolog of AHR, has only been studied in the context of development but not in the adult intestine.

**Methods:**

The role of Spineless in the *Drosophila* midgut was studied by overexpression or inactivation of Spineless in infection and tumour models and RNA sequencing of sorted midgut progenitor cells.

**Results:**

We show that *spineless* is upregulated in the adult intestinal epithelium after infection with *Pseudomonas entomophila* ( *P*. *e*.). Spineless inactivation increased stem cell proliferation following infection-induced injury. Spineless overexpression limited intestinal stem cell proliferation and reduced survival after infection. In two tumour models, using either *Notch* RNAi or constitutively active Yorkie, Spineless suppressed tumour growth and doubled the lifespan of tumour-bearing flies. At the transcriptional level it reversed the gene expression changes induced in Yorkie tumours, counteracting cell proliferation and altered metabolism.

**Conclusions:**

These findings demonstrate a new role for Spineless in the adult *Drosophila* midgut and highlight the evolutionarily conserved functions of AHR/Spineless in the control of proliferation and differentiation of the intestinal epithelium.

## Plain language summary

The transcription factor aryl hydrocarbon receptor (AHR) plays important roles in the intestine, limiting tumour growth and promoting the normal epithelial lining. Spineless, the fruit fly homolog of AHR, has only been studied in the context of embryonic development but not in the intestine of adult flies. Here, we show that spineless is upregulated in the adult intestinal epithelium after infection with a bacterium. Blocking Spineless function increased stem cell proliferation after bacterial infection. Increasing Spineless had the opposite effect and limited intestinal stem cell proliferation. It also reduced survival after bacterial infection. In two separate tumour models, Spineless suppressed tumour growth and doubled the lifespan of tumour-bearing flies. Increasing Spineless reversed the gene expression changes induced in tumours, counteracting cell proliferation and changes to the cellular metabolism. These findings demonstrate a new role for Spineless in the adult fruit fly midgut and highlight the evolutionarily conserved functions of mammalian AHR and fruit fly Spineless in the control of proliferation and differentiation of the intestinal epithelium.

## Introduction

The aryl hydrocarbon receptor (AHR) is a ligand-activated transcription factor with barrier-protective roles in the intestine ^1^. AHR is an environmental sensor of the basic helix-loop-helix Per-Arnt-Sims (bHLH-PAS) family that binds ligands derived from the diet, microbial metabolism or industrial sources. Ligand binding leads to release of AHR from its chaperone complex and nuclear translocation ^2^. AHR then dimerizes with AHR nuclear translocator (ARNT) for DNA binding at canonical binding sites. AHR is widely expressed in many intestinal immune cells, stromal cells and the intestinal epithelium ^3^, where it is important in the anti-bacterial defence and in limiting tumour growth ^1^. Ablation of AHR in the intestinal epithelium of mice leads to increased susceptibility to infection with *Citrobacter rodentium* and increased malignant transformation in an AOM-DSS model ^4^. AHR is needed to end the regenerative response of the intestinal epithelium after injury to allow the epithelial barrier to return to its mature state ^5^. Treatment of mice with AHR ligand-rich diet was shown to be beneficial in tumour models and epithelial healing after injury with DSS ^4, 5^.

Spineless is the closest *Drosophila* homolog to AHR and binds the same DNA sequence ^6, 7^. Amino-acid identity between AHR and Spineless is 41% overall but substantially higher in the PAS domains and reaches 70% in the DNA-binding site ^8^. The lowest similarity is found in the ligand-binding domain. This is in line with the idea that Spineless is a ligand-independent transcription factor that cannot bind prototypic AHR ligands like dioxin and does not require ligands for nuclear translocation ^9, 10^. Moreover, *Drosophila* is unaffected by the prototypical AHR ligand dioxin ^11^. Akin to the AHR-ARNT dimer in vertebrates, Spineless forms a heterodimer with the bHLH-PAS family member Tango and this heterodimer then translocates to the nucleus to bind to dioxin-response elements ^7^. Another line of evidence for strong evolutionary conservation between these homologs comes from a study showing that AHR could rescue the developmental phenotypes of Spineless mutants in *Drosophila* ^11^. The authors also demonstrated that AHR/Spineless functions in *Drosophila* are highly dependent on gene dosage of Tango or ARNT and that dioxin treatment could enhance AHR functions in murine AHR-transgenic *Drosophila*. Thus, *Drosophila* Spineless might be a useful model to study evolutionarily conserved AHR functions.

The functions of Spineless have been studied extensively in *Drosophila* development. Spineless was first identified for controlling antenna development, with mutants causing the aristapedia phenotype ^12^. Spineless has since been shown to function together with Tango to control antennal identity and the development of tarsal segments of the leg ^7, 8, 13, 14^. Spineless also plays important roles in regulating dendrite morphology in neurons ^15^, the development of sternopleural bristles ^16^, and photoreceptor specification in the retina ^17– 21^. Few studies have focused on the function of Spineless in adult flies and the role of Spineless in the adult intestine has not been studied.

The *Drosophila* midgut consists of a single layer of epithelial cells surrounded by a basement membrane and visceral muscle. Similar to the mammalian intestine, the epithelium regenerates from intestinal stem cells (ISC), which give rise to transient enteroblasts (EB) and further differentiate into mature absorptive enterocytes ^22^. The *Drosophila* intestine also contains a secretory lineage, the enteroendocrine cells. ISC are characterized by expression of Escargot (Esg) and Delta (Dl) and suppression of Notch (N) signalling for their maintenance ^23, 24^. Upon asymmetric division and differentiation into EB, cells downregulate Delta, activate Notch signalling and induce Suppressor of Hairless (Su(H)). Differentiation into Pou domain protein 1 (Pdm1)-positive enterocytes is driven by Jak/Stat signalling, Notch activation and a downregulation of Esg. Prospero (Pros) is induced during differentiation into enteroendocrine cells. A range of local, systemic, and environmental stimuli are integrated through multiple signalling pathways (including Notch, Jak/Stat, Egfr and Hippo) to govern ISC proliferation and differentiation and to maintain the epithelial barrier and its function ^22^. Many of these pathways have also been shown to interact with AHR to regulate stem cell maintenance and differentiation in the mammalian intestinal epithelium ^1, 4, 5, 25, 26^.

Given the critical roles that AHR plays in the mammalian intestine, we hypothesized that Spineless may have evolutionarily conserved functions in the *Drosophila* midgut. We found that *spineless* is indeed upregulated in the adult midgut after bacterial infection where it limits the regenerative response and functions as a tumour suppressor in two independent models.

## Methods

### Fly Stocks and manipulation of midgut progenitor cells

The following transgenic lines were used: *rotund-Gal4*, *Su(H)-Gal4*, *Su(H)-Gal80*, *esg-Gal4*, *tub-Gal80ts*, *UAS-GFP*, *UAS-GFP.NLS* (nuclear localization signal), *UAS*- *N ^RNAi^* (#GD27228, Vienna *Drosophila* Resource Centre), *UAS*- *yki ^act^* (w*;; *UAS*- *yki*.S111A.S168A.S250A.V5; #228817 Bloomington *Drosophila* Stock Center) ^27^.

The following fly lines were generated in this study: *UAS-ssHA, ssGFP*, *UAS-anti-GFP*.

*Esg ^ts^* refers to *tub-GAL80 ^ts^*, *esg-GAL4* which was used to express transgenes in midgut ISC and EB populations. We used the following driver to limit transgene expression to ISC ( *esg-Gal4*, *Su(H)-Gal80*, *tub-Gal80 ^ts^*) or EB ( *Su(H)-Gal4*, *tub-Gal80 ^ts^*) only. Drivers were crossed to *w ^1118^* wildtype flies or *UAS-GFP* as control. To inactivate *spineless* in midgut progenitor cells, we used flies with *ssGFP* (homozygous), *tub-GAL80 ^ts^*, *esg-GAL4*, *UAS-anti-GFP*. Flies with *ssGFP* (homozygous), *tub-GAL80 ^ts^*, *esg-GAL4* without *UAS-anti-GFP* served as control.

Crosses were set up at 18°C to activate Gal80 ^ts^, thus restricting the expression of the Gal4-induced transgenes. Adult female offspring were selected at 0–4 days of age and shifted to 29°C to induce expression of transgenes. During incubation at 29°C, flies were transferred onto fresh food every 3–4 days.

### Genetic modification of flies

To generate flies expressing Ss fused to GFP ( *ssGFP*), the *ss* locus was modified by CRISPR/Cas9-stimulated homologous recombination. 

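In the Ensembl annotation of the Drosophila melanogaster genome (release 115, assembly BDGP6.54), spineless lies on the minus strand of chromosome 3R from 16374434 to 16403690. The annotation gives the gene 3 transcripts, ss-RA, ss-RC and ss-RD. Their 3' ends differ. In ss-RA, the last of 8 exons runs from 16377083 down to 16374434 and holds the stop codon at 16376226 to 16376228, followed by the 3' UTR. In ss-RC and ss-RD, exon 8 begins at the same base and ends at 16376367, and exon 9 runs from 16376075 to 16375284, 850 bp short of the end of ss-RA, and holds the stop codon at 16375533 to 16375535. The intron between these exons covers 16376076 to 16376366, and the stop codon of ss-RA lies within it. Downstream of exon 8 of ss-RC, the coding sequence of ss-RA continues for 46 codons and that of ss-RC for 180 codons. The annotated proteins have 884 amino acids for ss-RA and 1015 amino acids for ss-RC and ss-RD, whose coding exons are the same. Upstream of this region, exon 7 ends at 16377185 in ss-RA and at 16377194 in ss-RC and ss-RD, which gives ss-RA 9 further coding bases, or 3 codons.

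**Figure D1:**
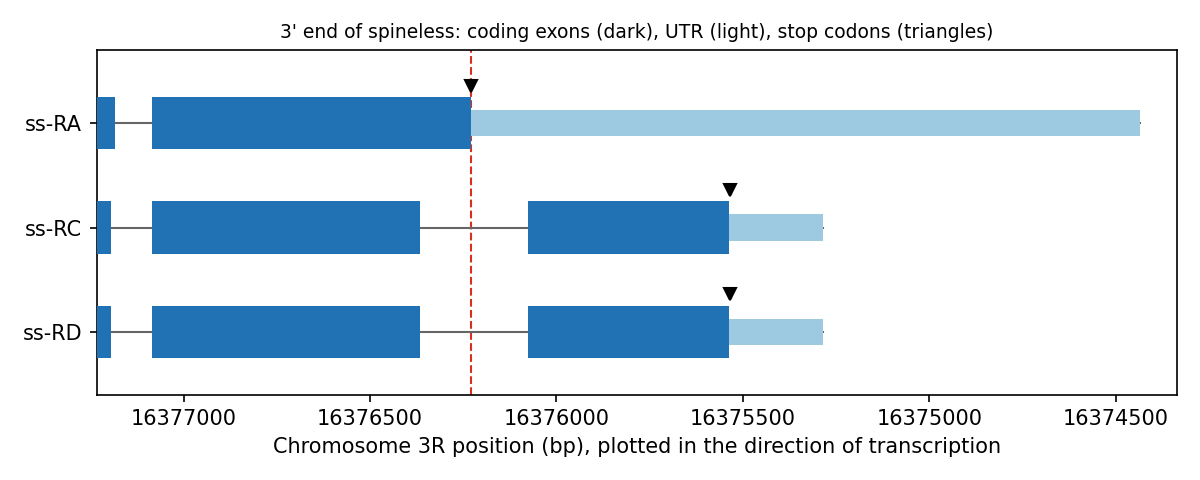
Annotated 3' end of spineless on chromosome 3R, in the direction of transcription, with position in bp on the horizontal axis and a line for each transcript. Dark boxes are coding exons, light boxes are 3' UTR, thin lines are introns, triangles mark stop codons, and the dashed line at 16376228 marks the ss-RA stop codon, which falls in the last intron of ss-RC and ss-RD.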

DNA encoding eGFP followed by a lox-3Pax3-CHE-lox cassette was inserted just before the stop codon as described ^28^. These following primers where used to generate the CFD4ss vector that expresses the gRNA targets sites under the control of U1 and U6 promoters. Cas9 targets overlapping with *ss* stop codon are in bold. CFD4ssT1=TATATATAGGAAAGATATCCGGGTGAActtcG **cgtcttCTAgcggtggccg**GTTTTAGAGCTAGAAATAGCAAG, CFD4ssT2=attttaacttgctatttctagctctaaaac **ccgcTAGaagacgaataga**CgacgTTAAATTGAAAATAGGTC. The IOssGFP@CTV-Pax-Cherry vector was designed to insert GFP before *ss* stop codon. These oligonucleotides were used for homology arm 1: HR1F= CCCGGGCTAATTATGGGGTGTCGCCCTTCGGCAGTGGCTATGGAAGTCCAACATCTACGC, HR1R= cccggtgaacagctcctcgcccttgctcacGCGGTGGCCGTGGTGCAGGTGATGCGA. These primers were used for homology arm 2: HR2F= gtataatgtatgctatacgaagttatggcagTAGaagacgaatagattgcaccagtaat, HR2R= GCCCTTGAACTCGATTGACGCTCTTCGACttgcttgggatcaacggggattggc. These 2 PCRs fragments where inserted into the IOGFP@CTV-Pax-Cherry vector using Gibson reaction. 

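Read on the coding strand, the spineless part of HR1R is TCGCATCACCTGCACCACGGCCACCGC, which encodes SHHLHHGHR. It is followed without a linker by GTGAGCAAGGGCGAGGAGCTGTTCACCGGG, which encodes VSKGEELFTG, the start of eGFP without its first methionine. The genomic part of HR2F, TAGAAGACGAATAGATTGCACCAGTAAT, opens with the stop codon TAG. Both bold Cas9 targets were found once in the sequence obtained by joining the spineless part of HR1R to this part of HR2F. The guide of the first target, CGTCTTCTAGCGGTGGCCG, and that of the second, TCTATTCGTCTTCTAGCGG, read on the strand opposite to the gene. Each is followed by TGG, which has the form NGG of the PAM, the motif that Cas9 needs beside its target. The first target begins 10 bases before the stop codon and the second 4 bases before it, and both extend past it. No genome sequence was searched here, so the targets were placed through the annotated stop codon of ss-RA. On that basis they cover 16376220 to 16376238 and 16376214 to 16376232 of chromosome 3R, in the last exon of ss-RA across the end of its coding sequence.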

The proper insertion of GFP before the stop codon was confirmed by PCR using genomic DNA from ssGFP candidates using the following primers: scr geno ss5’armF= gtggctactacacggattatccc, scr eGFPR= cgggcagcttgccggtggtgc, scr CHEF= cagtacgaacgcgccgaggg, scr geno ss3'armR= ttggcgctacaaaccgaagcc.

To generate *UAS-anti-GFP*, we fused the CD8 ORF (NCBI Ref.: NP_001074579) to GBP (vhhGFP4) ^29^ separated by a Gly/Ser linker and inserted this new ORF in pUAST.

The following primers were used to generate the CD8NB PCR fragment using a vector containing the CD8-NB ORF (see below): NotCD8F = agatct **GCGGCCGC**gcaataATGGCCTCACCGTTGACCCGC, XbaNBR = GCCT **tctaga**TCAGTCGACCGGTGGATCCCG. The CD8-NB ORF:

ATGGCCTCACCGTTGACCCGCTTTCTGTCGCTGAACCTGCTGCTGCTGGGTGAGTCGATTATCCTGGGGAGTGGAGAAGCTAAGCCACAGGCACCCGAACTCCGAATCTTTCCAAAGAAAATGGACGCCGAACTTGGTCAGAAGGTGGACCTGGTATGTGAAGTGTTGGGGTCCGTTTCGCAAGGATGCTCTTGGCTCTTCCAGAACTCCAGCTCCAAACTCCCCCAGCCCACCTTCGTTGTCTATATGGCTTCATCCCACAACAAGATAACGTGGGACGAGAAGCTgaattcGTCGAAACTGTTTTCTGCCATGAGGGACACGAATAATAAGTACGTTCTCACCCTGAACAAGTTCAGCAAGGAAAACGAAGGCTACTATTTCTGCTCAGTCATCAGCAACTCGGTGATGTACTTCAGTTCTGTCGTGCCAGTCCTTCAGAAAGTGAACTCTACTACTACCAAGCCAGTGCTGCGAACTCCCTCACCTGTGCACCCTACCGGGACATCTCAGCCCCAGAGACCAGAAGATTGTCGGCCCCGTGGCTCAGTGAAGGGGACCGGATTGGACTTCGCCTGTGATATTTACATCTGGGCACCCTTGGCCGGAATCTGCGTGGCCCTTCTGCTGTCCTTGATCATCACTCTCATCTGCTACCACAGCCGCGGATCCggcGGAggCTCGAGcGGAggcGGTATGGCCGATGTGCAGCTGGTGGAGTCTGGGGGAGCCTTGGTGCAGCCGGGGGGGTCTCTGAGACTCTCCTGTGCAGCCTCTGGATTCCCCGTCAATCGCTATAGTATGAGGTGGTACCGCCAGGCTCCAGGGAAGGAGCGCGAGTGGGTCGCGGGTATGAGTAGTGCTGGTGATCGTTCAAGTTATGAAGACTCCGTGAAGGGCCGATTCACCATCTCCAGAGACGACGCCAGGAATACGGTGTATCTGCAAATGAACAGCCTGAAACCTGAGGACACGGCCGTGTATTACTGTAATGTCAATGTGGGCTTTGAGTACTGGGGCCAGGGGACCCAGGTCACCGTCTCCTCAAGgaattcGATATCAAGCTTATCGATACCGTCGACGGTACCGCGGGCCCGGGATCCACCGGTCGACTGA.

To obtain flies allowing over-expression of HA tagged version of Ss ( *UAS-ssHA*), we inserted 2 HA tags (before the stop codon) in the *ss* cDNA (isoform A) ^20^. The resulting DNA was inserted in pUAST before p-element-mediated transformation.

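The 3' end of the ss cDNA in UAS-ssHA can be read from the reverse primer designed for it. On the coding strand, this primer opens with CACCTGCACCACGGCCACCGC, which encodes HLHHGHR. These 21 bases are also the last bases of spineless in HR1R, the oligonucleotide that joins spineless to eGFP in ssGFP. Both tags are therefore attached after the same amino acids. After them the primer encodes the HA epitope YPYDVPDYA, a pair of glycines, a further copy of YPYDVPDYA and a stop codon, so that it carries 2 copies of the epitope.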

The following primers were used to generate the ssHA PCR fragment using ssRA cDNA as a template: NotssF = gatcga **GCGGCCGC**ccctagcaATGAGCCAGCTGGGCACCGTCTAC, Xba2HAssR=gatc **tctaga**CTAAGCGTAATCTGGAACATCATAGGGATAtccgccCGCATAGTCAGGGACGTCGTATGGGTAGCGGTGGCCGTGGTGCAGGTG.

### Bacterial infection

*Pseudomonas entomophila* (stock kindly provided by Bruno Lemaitre) was grown in LB medium at 29°C for 24h. Bacterial culture was centrifuged at 3000xg for 15 min and pellets resuspended in 5% sucrose solution for a final concentration of OD _600_=200. 1ml concentrated bacteria solution was added to filter paper placed on top of standard fly food for infection. Flies were shifted to 29°C for 5 days and starved in an empty vial for 2 hours prior to infection. Survival was recorded daily. Survival data from individual experiments are shown in Table 1. Initial experiments with *w1118* flies showed that infected flies (n=155) had a median survival of 2 days, but uninfected flies provided with a 5% sucrose solution on filter paper showed no death by day 6 (n=39). For tumour survival experiments with low-dose *P. entomophila* infection flies were first shifted to 29°C for 1 day, then infected with bacterial solutions concentrated to OD _600_=70 in 5% sucrose and returned to normal fly food 24h later. Survival data from individual experiments are shown in Table 2.

**Table 1.** Summary of survival data from P. entomophila infection experiments.

experiment #	genotype 1		genotype 2		p value
	median survival (days)	n	median survival (days)	n	
	*ssGFP, esg ^ts^*		*ssGFP, esg ^ts^>anti-GFP*		
1	4	39	4	57	0.5900
2	2	69	3	60	0.0007
3	3.5	192	2	163	0.0006
**pooled ( Figure 1Q)**	**3**	**291**	**3**	**280**	**0.0684**
	*esg ^ts^>GFP*		*esg ^ts^>GFP, ssHA*		
1	3	29	2	30	0.0003
2	2	59	2	60	0.2980
3	3	271	2	143	0.0002
**pooled ( Figure 1R)**	**3**	**305**	**2**	**233**	**<0.0001**
	*ISC>GFP*		*ISC>GFP, ssHA*		
1	4	200	3	183	0.0002
2	2	108	2	143	0.0060
**pooled ( Figure 2P)**	**4**	**308**	**2**	**326**	**0.0001**
	*EB>GFP*		*EB>GFP, ssHA*		
1	3	131	2	168	<0.0001
2	2	164	1	171	0.0015
**pooled ( Figure 2P)**	**2**	**295**	**2**	**339**	**0.0001**

Summary data including the number of flies (n), the median survival, and uncorrected p value of log-rank (Mantel-Cox) test are shown for each individual survival experiment and the pooled data.

**Table 2.** Summary of survival data from tumour experiments with P. entomophila infection.

experiment #	genotype 1		genotype 2		p value
	median survival (days)	n	median survival (days)	n	
	*esg ^ts^*		*esg ^ts^>ssHA*		
1	21	120	19	120	0.4071
2	17	79	15	67	0.4222
**pooled ( Figure 3G)**	**19**	**199**	**18**	**187**	**0.2361**
	*esg ^ts^>N ^RNAi^*		*esg ^ts^>N ^RNAi^, ssHA*		
1	9	122	19	120	<0.0001
2	8	74	10	112	0.0127
**pooled ( Figure 3G)**	**8**	**196**	**18**	**232**	**<0.0001**
	*ssGFP, esg ^ts^*		*ssGFP, esg ^ts^>anti-GFP*		
1	33	176	30	180	0.0224
2	3	77	11	85	<0.0001
**pooled ( Figure 3D)**	**17**	**253**	**23**	**265**	**0.2165**
	*ssGFP, esg ^ts^> N ^RNAi^*		*ssGFP, esg ^ts^> N ^RNAi^, anti-GFP*		
1	9	158	7	122	<0.0001
2	3	83	2.5	44	0.0599
**pooled ( Figure 3D)**	**7**	**241**	**7**	**166**	**0.0001**

Summary data including the number of flies (n), the median survival, and uncorrected p value of log-rank (Mantel-Cox) test are shown for each individual survival experiment and the pooled data.

### Tumour survival experiments

Crosses were set up at 18°C to activate GAL80ts, thus restricting the expression of the Gal4-induced transgenes. Adult female offspring were selected at 0–4 days of age and shifted to 29°C to induce expression of transgenes. Every 2–3 days during incubation at 29°C, flies were transferred onto fresh food and survival was recorded. Survival data from individual experiments are shown in Table 3.

**Table 3.** Summary of survival data from tumour experiments.

experiment #	genotype 1		genotype 2		p value
	median survival (days)	n	median survival (days)	n	
	*esg ^ts^>GFP*		*esg ^ts^>GFP, ssHA*		
1	38	36	38	90	0.0267
2	37	137	37	91	0.0561
**pooled ( Figure 3E)**	**37**	**173**	**38**	**181**	**0.0446**
	*esg ^ts^>GFP, N ^RNAi^*		*esg ^ts^>GFP, N ^RNAi^, ssHA*		
1	21	33	35	40	0.0016
2	18	141	36	162	<0.0001
**pooled ( Figure 3E)**	**18**	**174**	**35**	**202**	**<0.0001**
	*ssGFP, esg ^ts^*		*ssGFP, esg ^ts^>anti-GFP*		
1	39	58	35	121	0.3217
2	>40	131	>40	126	0.5531
**pooled ( Figure 3B)**	**41**	**189**	**41**	**247**	**0.0156**
	*ssGFP, esg ^ts^> N ^RNAi^*		*ssGFP, esg ^ts^> N ^RNAi^, anti-GFP*		
1	18	109	18	98	0.249
2	21	188	21	141	0.0237
**pooled ( Figure 3B)**	**21**	**297**	**20**	**239**	**0.0068**
	*esg ^ts^*		*esg ^ts^>ssHA*		
1	39	379	40	405	0.0721
2	32	223	37	127	0.2309
**pooled ( Figure 4B)**	**37**	**602**	**39**	**532**	**0.0001**
	*esg ^ts^> yki ^act^*		*esg ^ts^> yki ^act^, ssHA*		
1	7	310	30	236	<0.0001
2	8	117	31	173	<0.0001
**pooled ( Figure 4B)**	**7**	**427**	**31**	**409**	**<0.0001**

Summary data including the number of flies (n), the median survival, and uncorrected p value of log-rank (Mantel-Cox) test are shown for each individual survival experiment and the pooled data.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism (version 9, www.graphpad.com; open access alternative: R Studio www.r-project.org). Kaplan-Meier survival curves were plotted and analysed using log-rank (Mantel-Cox) test. A p value <0.05 was considered significant. The p values of multiple comparisons of survival curves were adjusted using the Bonferroni method. Pooled survival data from 2–3 independent experiments is shown. The data from the individual experiments are shown in Table 1– Table 3. 2-way ANOVA with Tukey correction for multiple comparisons was used to analyse grouped comparisons. All data points and ‘‘n’’ values reflect biological replicates (either from single or from pooled flies). P values are indicated by asterisk: * p<0.05, ** p<0.01, *** p<0,001, **** p<0.0001.

### Immunofluorescence staining and microscopy

*Drosophila* midguts were dissected and fixed with 4% (w/v) Formaldehyde (Thermofisher, 28906) in PBS (ThermoFisher, 14190169) at room temperature for 30 minutes, permeabilised with PBS 0.2% Triton x-100 (Thermofisher, 85112) (PBST) at room temperature for 30 minutes and blocked with 10% (w/v) Bovine Serum Albumin (SigmaAldrich, A9647) in PBST (PBSA) at room temperature for 30 minutes. Primary antibody rabbit anti-Phospho-histone H3 (Ser10) (Cell signalling, 9701) was diluted 1:1000 in PBSA and added at 4°C overnight. Stained tissue was washed with PBS the next day and stained with secondary antibodies donkey anti-rabbit A555 (LifeTech, A21429) 1:1000 diluted in PBSA at room temperature for 3 hours followed by 1:10000 PBS-diluted DAPI staining (5mg/mL in H _2_O, SigmaAldrich, D9542) for 10 minutes before PBS washing. Ovaries and posterior abdomen were removed, and the remaining midguts were then mounted with antifade (Thermofisher, P36934) on 21-well glass slides (1 gut/well). Images were acquired on a Zeiss LSM 710 confocal microscope and were further processed in ImageJ (FIJI, version 2.1.0, https://imagej.net/). Proliferating cells were manually counted under Zeiss AxioImager M1 epifluorescence microscope using 20x objective. pHH3 ^+^ cells were counted from 3–5 whole female midguts per experiment. Images within stacks were collected at 3-5µm z-interval, 5–7 images per stack were taken to cover the complete depth of samples acquired from R2 of the midugt ^30^.

### Flow cytometry

The cell isolation protocol was adapted from Dutta *et al.* ^31^. 96-well v-bottom plate was prepared with 40µL/well of digestion buffer on ice (30µL PBS, 10µL of 4mg/mL Elastase (Sigma, E0258), 0.4µL of 5mg/mL DNase I (Fisher Scientific, 10104159001). Unless otherwise stated, each sample is pooled from 2 midguts. 2 midguts/well were digested at 27°C with shaking for 1h, followed by pipetting 20 times for mechanical separation. Cells were washed in wash buffer (PBS, 2mM EDTA (Thermo Fisher, 15575020), 0.2% BSA), centrifuged and incubated with Live/Dead nIR stain (Thermofisher, L10119) at 4°C for 30 minutes, washed in PBS and fixed with 4% PFA at room temperature for 30 minutes. Samples were washed in PBS, resuspended in wash buffer with count bright beads (Invitrogen, C36950) to determine absolute cell numbers per midgut and filtered through 40µm filters. Samples were acquired on a BD Fortessa instrument (BD Biosciences) and analysed using FlowJo v10 (TreeStar, www.flowjo.com; open access alternative: https://floreada.io). Samples were gated on single cells using FSC-A/FSC-H and SSC-A/SSC-H and to exclude debris on FSC-A/SSC-A. Dead cells were excluded based on Live/Dead near-IR staining and autofluorescence (405nm laser, 450/50 filter) before gating on GFP ^+^ cells.

### Cell sorting

Midguts were dissected and digested as described above for flow cytometry. 10–30 midguts per sample were digested in 100–300µl digestion buffer. Live cells were sorted through a 70µm nozzle on a BD Fusion instrument (BD Biosciences). Cells were gated as is shown in Figure 4G.

### RNA isolation and qPCR

Entire midguts (2 midguts per sample) or sorted cells (2000–20,000) were vortexed in TriReagent (ThermoFisher Scientific, 15596018) and RNA was extracted according to the manufacturers protocol, using Glycogen (Thermo Fisher, R0551) to precipitate the RNA pellet. RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher, 4368814). The cDNA served as a template for the amplification of genes of interest and housekeeping genes by real-time quantitative PCR, using TaqMan Gene Expression Assays (Applied Biosystems, 4351372), universal PCR Master Mix (Applied Biosystems, 4318517) and the QuantStudio 7 System (Applied Biosystems). The following primer/probes were used: *Ribosomal protein L32 (*Dm02151827_g1), *spineless* (Dm02134622_m1), *tango* (Dm02373281_s1), *DptB* (Dm01821557_g1), *unpaired 3* (Dm01844142_g1), *Dual oxidase* (Dm01800981_g1), *NADPH oxidase* (Dm01826191_g1), *Delta* (Dm02134951_m1), *escargot* (Dm01841264_s1). mRNA expression was determined using the ΔC _T_ method by normalizing to *Rpl32* gene expression. To determine expression of *spineless* isoforms, genes were amplified using Power SYBR Green PCR Master Mix (ThermoFisher, 4368702). Two sets of primers were used for the ss-A isoform: forward 1 (GCGAGGAGTTGGTTCCAATG), reverse 1 (ACTGCGAGTACTGCGTGTAG), 242bp product and forward 2 (GCGAGGAGTTGGTTCCAATG), reverse 2 (CGGATGCGGATGATGGTACG), 268bp prodcut. For isoform ss-C/D the following primers were used: forward 1 (GCGAGGAGTTGGTTCCAATG), reverse 1 (CTGCTGAAGCCGATCCATTC), 395bp product and forward 2 (GCGAGGAGTTGGTTCCAATG), reverse 2 (CAAATCACCAGAGGAGCGGA), 456bp product. 

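Near their 3' ends, ss-RA and the ss-RC and ss-RD transcripts differ by an intron of 291 bp, which is removed from ss-RC and ss-RD and is part of the last exon of ss-RA. A primer pair on either side of this intron, with both primers downstream of exon 7, yields a product from ss-RA that is 291 bp longer than the product from ss-RC or ss-RD. A reverse primer placed within the intron has its site in ss-RA and not in spliced ss-RC or ss-RD. The primers themselves were not aligned to a genome sequence here.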

The primers for isoform ss-C/D also generate products of 686bp and 747bp, respectively for ss-A.

### RNA sequencing and data analysis

ISC and EB populations were sorted by FACS as described above. DAPI was used as an additional staining to exclude dead cells. Cells were gated as shown in Figure 4G. RNA from 5,000–30,000 cells was isolated using the RNeasy Plus Micro Kit (Qiagen, 74004) and eluted in 15µl water. RNA quality and concentration was analysed on a Bioanalyzer and only samples with RIN>7 were used for sequencing. NEBNext Low Input RNA libraries were prepared manually following the manufacturer’s protocol (NEBNext® Single Cell/Low Input RNA Library Prep Kit for Illumina® Instruction Manual Version 5.0_5/20, NEB #E6420L). Samples were normalized to 1ng total RNA material per library in 8μl of nuclease-free water. RNA samples underwent reverse transcription, and the resulting cDNA was amplified by 10 cycles of PCR (according to the manufacturer recommendation for 1 ng input DNA). Amplified cDNA was subjected to two consecutive bead clean-ups with a 0.6X and 0.9X ratio of SPRISelect beads [B23318; Beckman Coulter] to sample volume. cDNA was fragmented enzymatically to target an insert size of ~200bp. Adaptors (diluted to 0.6µM) were ligated to the cDNA fragments and adaptor-ligated samples were cleaned up with SPRISelect beads (ratio: 0.8x). For the amplification of the sequencing library, 25µl of Q5 Master Mix was added, plus 10µl of a unique index (NEBNext Multiplex Oligos for Illumina [NEB #E6609]). Libraries were amplified by 8 PCR cycles. Final libraries were cleaned up with SPRISelect beads (ratio: 0.9x). The quality of the purified libraries was assessed using an Agilent D1000 ScreenTape Kit on an Agilent 4200 TapeStation. Libraries were sequenced to a depth of at least 25M reads on an Illumina NovaSeq 6000 run in 101-8-8-101 configuration.

Sequencing runs were concatenated into single gzipped fastq files. These were then aligned to genome BDGP6 using nf-core/rnaseq 3.1 ^32^. The resulting counts file salmon.merged.gene_counts.tsv was used to create a SummarizedExperiment ( https://bioconductor.org/packages/SummarizedExperiment) which was then analysed using DESeq2 ^33^ to produce tables of differentially expressed genes and rnk files for Gene set enrichment analysis (GSEA). PCA plots were made using the DESeq2 function varianceStabilizingTransformation. R computations were carried out using R version 4.2.3 (2023-03-15), "Shortstop Beagle". Hierarchical clustering of genes was conducted with Morpheus (Broad Institute), using one minus pearson correlation with average linkage method. GSEA was conducted using GSEA 4.2.2 (Broad Institute) with standard settings. The gene sets were taken from gsean ( https://bioconductor.org/packages/release/bioc/html/gsean.html) using the GO_dme data set and these were translated into Ensembl gene ids using the biomaRt package ^34^. Leading edge analysis was used to remove overlapping pathways and to identify the underlying genes. We used published marker genes for ISC and EB ^35^ (obtained from supplemental table 6 of reference 35) as gene sets for comparison with our GFPhigh versus GFP low cells.

We used the Homologous Gene Database ( https://ngdc.cncb.ac.cn/hgd/) to obtain a list of homologous proteins between *Drosophila* and mouse. This list was then filtered on genes regulated by AHR and Spineless. Fly genes with differential expression between *ssHA* and controls with |FC|>2 in either GFP ^low^ or GFP ^high^ cells were retained. For mouse genes, we used previously published RNA sequencing date from wildtype and AHR knockout intestinal organoids (GSE133092) ^5^. Mouse genes with differential expression between AHR knockout and controls with |FC|>2 in either stem cell or differentiated conditions were retained. This yielded a list of 213 mouse genes and 260 homologous fly genes that are regulated by AHR and Spineless. Gene ontology of mouse genes was analysed using DAVID ( https://david.ncifcrf.gov/) and selected pathways are shown.

## Results

### Spineless limits intestinal stem cell proliferation after *Pseudomonas entomophila* infection

Given the critical functions of AHR in the mammalian intestine, we sought to determine if Spineless has similar evolutionarily conserved roles in the *Drosophila* midgut. We infected flies with the enteropathogenic bacterium *Pseudomonas entomophila* as a model of intestinal damage and regeneration. Bacterial infection induced expression of antimicrobial defence genes *DiptB, Nuox, Upd3* ( Figure 1A–C). *Spineless* was expressed at low levels in the steady state intestine and was induced over 200-fold 24h following bacterial infection ( Figure 1D). Expression of the Spineless binding protein *tango* ( *tgo*) remained largely unchanged after infection ( Figure 1E). We analysed published RNA-sequencing data of different intestinal cell populations from Dutta and colleagues ^36^ which confirmed low expression of *spineless* in the steady-state midgut and strong induction after *P*. *entomophila* infection ( Figure 1F). Of note, *spineless* was only induced in intestinal stem cells (ISC) and enteroblasts (EB), but not in enterocytes or enteroendocrine cells. This suggests a potential role for Spineless in the progenitor compartment following bacterial infection.

**Figure 1.**
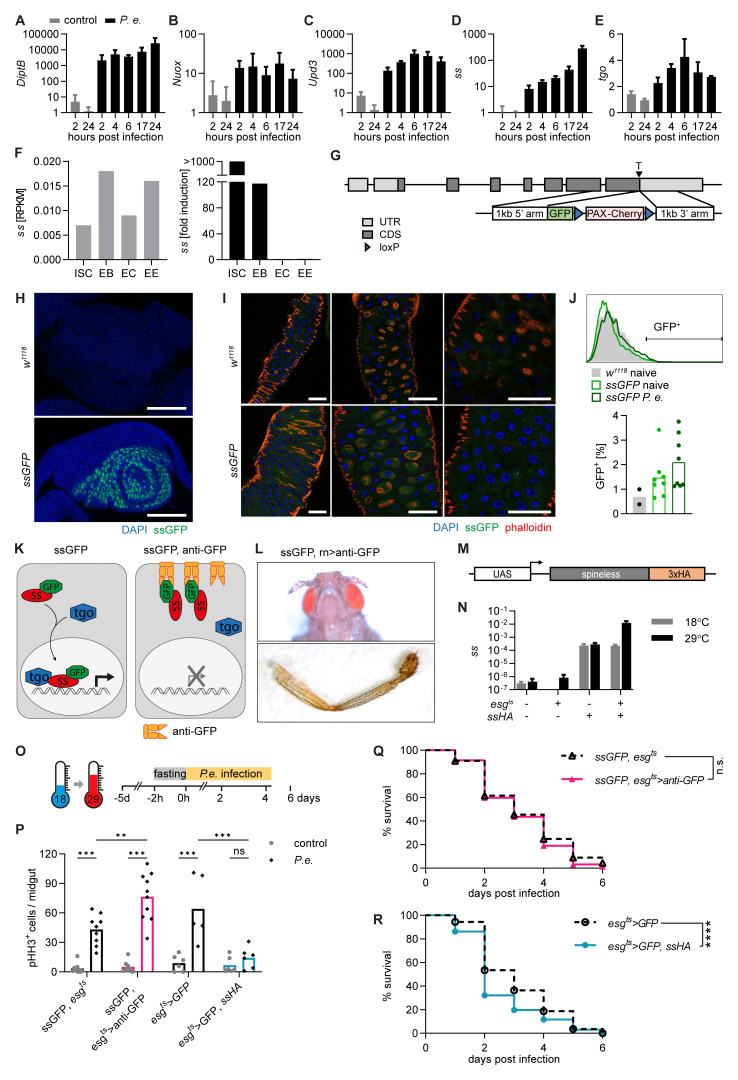
*Spineless* limits intestinal stem cell proliferation after *Pseudomonas entomophila* infection. **A-E**) Gene expression was determined by qPCR from isolated midguts of *w1118* flies at different timepoints after *P*. *entomophila* infection. Data are from one experiment with n=3 samples per timepoint. Gene expression was normalized to *Rpl32* and uninfected controls. **F**) RNA-Sequencing data obtained from flygutseq.buchonlab.com (Dutta *et al.*, Cell Reports 2015). Spineless gene expression in different intestinal cell populations and induction 48h after P. entomophila infection is shown. **G**) Schematic of the targeting contstruct to generate ssGFP flies where GFP is inserted at the C-terminus of the spineless gene. **H**) ssGFP expression is visible in the antenna imaginal disk of L3 larvae from ssGFP flies. Images are from one experiment. Scale bars: 50µm. **I**) Representative fluorescent images of the midgut of *w1118* and *ssGFP* flies 24h after P. entomophila infection. Scale bars: 50µm. **J**) GFP expression was analysed by flow cytometry in the midguts of naive *w1118* and naive and *P. entomophila* infected *ssGFP* flies 24h after infection. A representative histogram and quantification of GFP ^+^ cells is shown. Data are pooled from 2 independent experiments. **K**) Schematic of spineless inactivation using *ssGFP* flies and membrane-anchored anti-GFP antibody. **L**) Representative images of aristapedia and leg phenotypes typical of ss mutant flies were seen in *rn-Gal4, uas- anti-GFP, ssGFP* flies. These flies also exhibited a pharate lethal phenotype. Data are from one experiment. **M**) Schematic of the transgene construct to generate spineless overexpressing flies. **N**) Gene expression was determined by qPCR in the midgut of naive flies incubated at 18°C or 29°C. Gene expression was normalized to *Rpl32*. Data are from one experiment with n=3 samples per genotype and temperature. **O**) Schematic of *P*. *entomophila* infection. **P**) The number of pHH3 ^+^ cells per midgut was quantified at 24h post *P*. *entomophila* infection. Data are from 3 independent experiments, n=5-10 per genotype and were analysed by 2-way ANOVA with Sidak correction for multiple comparisons. **Q**, **R**) Survival following *P*. *entomophila* infection. Data are pooled from 3 independent experiments, n=230-300 flies per genotype and compared using Log-Rank test of survival curves. *P.e.*, *Pseudomonas entomophila*; RPKM, reads per kilobase per million; ISC, intestinal stem cells; EB, enteroblasts; EC, enterocytes; EE, enteroendocrine cells.

We generated new lines to conditionally inactivate or overexpress Spineless to study its function in midgut progenitors. *ssGFP* flies were created by targeted insertion of GFP at the C-terminus of the endogenous *spineless* locus ( Figure 1G). Homozygous *ssGFP* flies showed no apparent phenotype and *ssGFP* was clearly visible in the antenna imaginal disk ( Figure 1H). In the midgut, we could not detect a clear GFP signal in naïve or *P. entomophila* infected *ssGFP* flies ( Figure 1I, J). Flies expressing a membrane-anchored anti-GFP nanobody ( *UAS-anti-GFP*) were created to prevent *ssGFP* from translocating to the nucleus and thereby render it inactive ( Figure 1K). To achieve cell type-specific Spineless inactivation, we utilized the GAL4/UAS system. GAL4 can be expressed under a cell type-specific promoter to induce expression of transgenes with a GAL4 binding site (UAS). We used the promoter of *rotund*, which is expressed in the imaginal disk, to induce anti-GFP. *ssGFP*, *rotund>anti-GFP* flies showed aristapedia and leg phenotypes typical of Spineless mutants ( Figure 1L) ^7, 8^, confirming that this approach can block Spineless function.

We made use of the *escargot* ( *esg*)- *Gal4* driver and the temperature sensitive repressor *tubGal80 ^t^* ^s^ to manipulate Spineless expression in ISC and EB of the adult midgut only. To inactivate Spineless in adult midgut ISC and EB, we generated *ssGFP, esg ^ts^>anti-GFP* flies. To overexpress Spineless, *UAS*-ss flies with a C-terminal 3xHA tag were generated ( Figure 1M). At the permissive temperature of 29°C, *spineless* expression in the midgut was increased about 10,000-fold in *esg ^ts^>ssHA* flies compared to controls ( Figure 1N). Flies were reared at 18°C and switched to 29°C 5 days prior to infection ( Figure 1O). Infection with *P*. *entomophila* induces epithelial damage followed by a wave of ISC proliferation that leads to epithelial regeneration ^37– 40^. ISC proliferation was induced in controls following *P*. *entomophila* infection. Spineless inactivation further increased ISC proliferation while Spineless overexpression abolished the ISC proliferative response ( Figure 1P). These findings are similar to the role of AHR in promoting intestinal stem cells in the mammalian intestine ^5, 41, 42^. We hypothesized that this could reduce the ability of Spineless overexpressing flies to survive infection. While inactivation of Spineless did not affect survival following infection with *P*. *entomophila* ( Figure 1Q), overexpression of Spineless accelerated death following infection ( Figure 1R). This suggests that overexpression of Spineless limits ISC proliferation after *P*. *entomophila* infection, which may impair epithelial regeneration and could thereby lead to reduced survival.

### Spineless overexpression reduces survival through ISC- and EB-specific effects

In the midgut, *esg>GFP* labels ISC and EB and therefore allows quantification of these cells as well as measurement of cell size and GFP intensity. In naïve flies, Spineless overexpression increased *esg>GFP* positive cells on fluorescent images of the midgut compared to wildtype flies ( Figure 2A), suggesting that it affects intestinal progenitor dynamics. In wildtype flies, *P*. *entomophila* infection resulted in a noticeable increase in the number of *esg>GFP* positive cells and an increase in their cell size. Spineless overexpression blocked the increase in cell number and size after *P*. *entomophila* infection, in line with the lack of increased ISC proliferation measured by pHH3 ^+^ cell quantification (as seen in Figure 1P).

**Figure 2.**
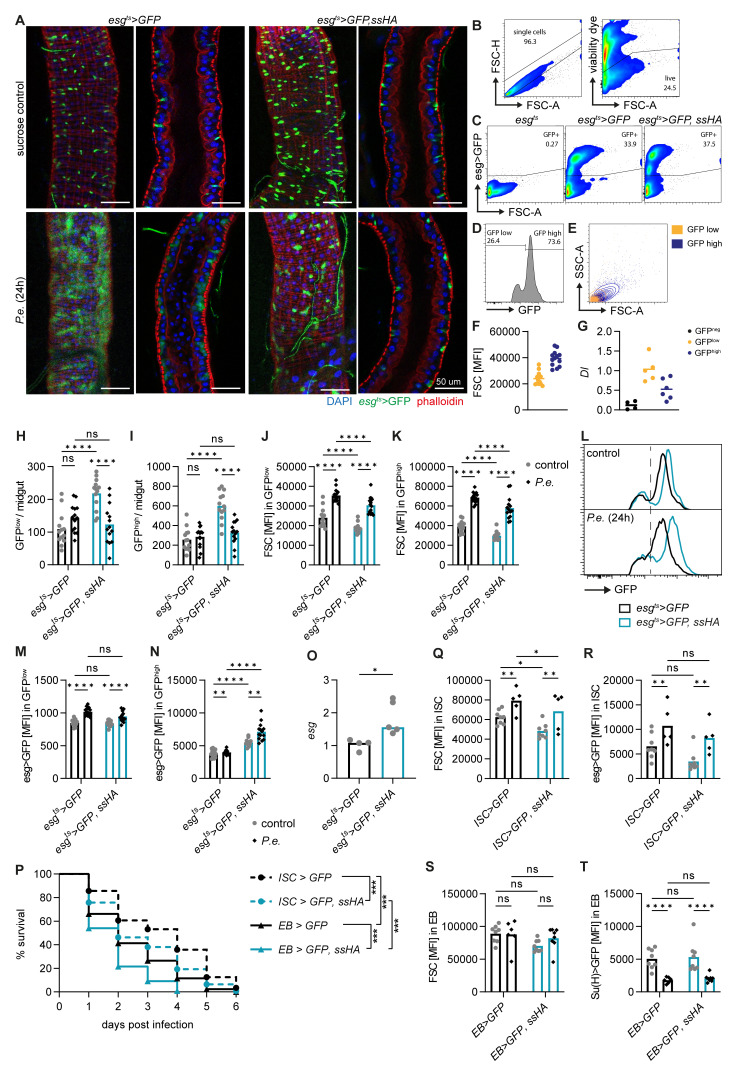
*Spineless* overexpression reduces survival through ISC- and EB-specific effects. **A**) Representative images of *P*. *entomophila* infected midguts at 24h post infection. **B**- **E**) Gating strategy to analyse ISC and EB populations in the midgut of naïve flies by flow cytometry. Each sample is from n=2 pooled midguts. **B**) Exclusion of doublets and dead cells. **C**) GFP expression is shown for different genotypes. Cells were pre-gated on live, single cells as shown in **B**. **D**) GFP ^high^ and GFP ^low^ subsets amongst GFP ^+^ cells. **E**) Comparison of size and granularity of the GFP ^high^ and GFP ^low^ subsets. **F**) Quantification of forward scatter (FSC) as a measure of cell size in GFP ^high^ and GFP ^low^ cells. **G**) *Delta* ( *Dl*) expression in GFP ^neg^, GFP ^low^ and GFP ^high^ subsets was determined by qPCR in FACS-sorted cells from naive *esg ^ts^>GFP* flies and normalized to *Rpl32*. Data are pooled from two experiments, n=4–6 samples per cell type. **H**- **N**) Midguts from uninfected controls and at 24h post *P*. *entomophila* infection were analysed by flow cytometry. Each datapoint is from n=2 pooled midguts. **H**, **I**) Quantification of GFP ^low^ and GFP ^high^ cell numbers per midgut. **J**, **K**) Mean fluorescent intensity for FSC (cell size) in GFP ^low^ and GFP ^high^ populations. **L**) Representative flow cytometry plots depicting GFP fluorescent intensity in GFP ^+^ cells. **M**, **N**) Geometric mean fluorescent intensity of GFP in GFP ^low^ and GFP ^high^ populations. **H**- **K**, **M**, **N**) Data are pooled from 2 independent experiments, n=13-14 samples per genotype. **O**) *Escargot* ( *esg*) expression was determined by qPCR in FACS sorted GFP ^high^ cells from naïve flies and gene expression was normalized to *Rpl32*. Data are pooled from 2 independent experiments for n=4–5 samples per genotype and were analysed by t-test. **P**- **T**) *P*. *entomophila* infection in flies overexpressing *spineless* specifically in ISC ( *esg-Gal4, Su(H)-Gal80, tub-Gal80 ^ts^*) or in EB ( *Su(H)-Gal4, tub-Gal80 ^ts^*). **P**) Survival following *P*. *entomophila* infection. Data are pooled from 2 independent experiments, n=295–339 flies per genotype and were compared using Log-Rank test of survival curves with Bonferroni correction for multiple comparisons. **Q**, **R**) Fluorescent intensity of FSC and GFP in ISC populations from uninfected controls and at 24h post *P*. *entomophila* infection in *esg-Gal4, Su(H)-Gal80, tub-Gal80 ^ts^* flies. Data are from one experiment with n=5–8 samples per genotype and for each sample 2 midguts were pooled. **S**, **T**) *P. entomophila* infection in flies overexpressing spineless specifically in EB ( *Su(H)-Gal4, tub-Gal80 ^ts^*). Fluorescent intensity of FSC and GFP in EB populations from uninfected controls and at 24h post *P. entomophila* infection. Data are from one experiment with n=5–8 samples per genotype and for each sample 2 midguts were pooled. **H**- **K**, **M**, **N**, **Q**- **T**) Data were analysed by 2way-ANOVA with Tukey correction for multiple comparisons. *P.e.*, *Pseudomonas entomophila*.

We then used flow cytometry to quantify the intestinal cell populations. *Esg>GFP* positive cells are readily detectable by flow cytometry after gating on live, single cells ( Figure 2B, C). Within the GFP ^+^ cells, two populations are visible, smaller GFP ^low^ cells and larger GFP ^high^ cells ( Figure 2D-F). This difference in GFP fluorescent intensity and cell size has previously been used to distinguish ISC from EB ^43^. We found indeed higher *Delta* expression in GFP ^low^ than GFP ^high^ populations by qPCR from FACS sorted cells, suggesting that these may be ISC and EB, respectively ( Figure 2G). We used this gating strategy to gain further insights into GFP ^low^ (ISC) and GFP ^high^ (EB) cells. This approach corroborated that Spineless overexpression increased the number of GFP ^+^ cells at steady state and led to a decrease in the number of GFP ^low^ and GFP ^high^ cells in infected versus naïve Spineless overexpressing flies ( Figure 2H, I). We note a large variability in the normalized cell numbers, which may result from differential susceptibility to cell death of large or fused cells during midgut processing. Flow cytometric analysis further confirmed an increase in cell size in wildtype flies after *P*. *entomophila* infection and a reduction in cell size in naïve or infected flies overexpressing Spineless compared to wildtype flies ( Figure 2J, K).

Within the GFP ^low^ and GFP ^high^ cells, *esg>GFP* fluorescence increased after infection in wildtype controls ( Figure 2L–N). Escargot was shown to maintain stemness in ISC and EB ^44, 45^. In EB, Escargot also enhances Notch signalling by inhibiting Amun which may promote differentiation ^44^. Spineless overexpression did not affect GFP fluorescent intensity driven by *esg>GFP* in GFP ^low^ cells ( Figure 2M), but increased fluorescence intensity in both naïve and infected GFP ^high^ cells ( Figure 2N). We confirmed that *escargot* gene expression was increased by qPCR in FACS-sorted GFP ^high^ cells from naïve flies ( Figure 2O). This suggests that Spineless may directly affect *escargot* expression in EB.

We next sought to determine whether Spineless overexpression in ISC or EB was responsible for the reduced survival following *P*. *entomophila* infection. Overexpression of Spineless using cell type-specific drivers for either ISC or EB reduced survival after infection in both cases ( Figure 2P). Spineless overexpression in ISC reduced ISC cell size but had no significant effect on *esg>GFP* fluorescent intensity ( Figure 2Q, R), in line with the results observed with the *esg* ^ts^ driver. Spineless overexpression in EB did not affect EB cell size or *Su(H)>GFP* expression ( Figure 2S, T). Taken together, these results suggest that Spineless reduces survival following bacterial infection by limiting ISC proliferation and possibly by altering EB maturation through *escargot*.

### Spineless prevents intestinal tumour formation in the *Notch* ^RNAi^ tumour model

Limiting the proliferation of ISC is detrimental in the context of infection-induced damage and regeneration but could be beneficial in the context of tumours. We therefore hypothesized that Spineless may prevent tumour formation in the midgut. Loss of Notch signalling (through *Notch* ^RNAi^) results in the proliferation of neoplastic ISC-like cells that fail to differentiate and form multi-layered tumours ^23– 34, 36– 46^. To determine the role of spineless in this tumour model, we generated *ssGFP, esg ^ts^>anti-GFP, N ^RNAi^* flies to inactivate spineless and Notch signalling as well as *esg ^ts^>N ^RNAi^, ssHA* flies to overexpress spineless while reducing Notch expression. Spineless inactivation only had a very minor effect on survival in the *Notch* ^RNAi^ tumour model, reducing median survival from 21 to 20 days ( Figure 3A, B). Tumour growth induced by *Notch* ^RNAi^ can be accelerated by infecting flies with *P*. *entomophila*, which induces a wave of stem cell proliferation ^46, 47^. We therefore infected flies with a low dose of *P*. *entomophila* for 24h and then followed their survival. Indeed, bacterial infection reduced the median survival of tumour flies from 21 to 7 days ( Figure 3B-D). Flies with Spineless inactivation succumbed even faster to tumours, with a maximum survival of only 16 days compared to 37 days for control tumour flies after *P*. *entomophila* infection ( Figure 3D).

**Figure 3.**
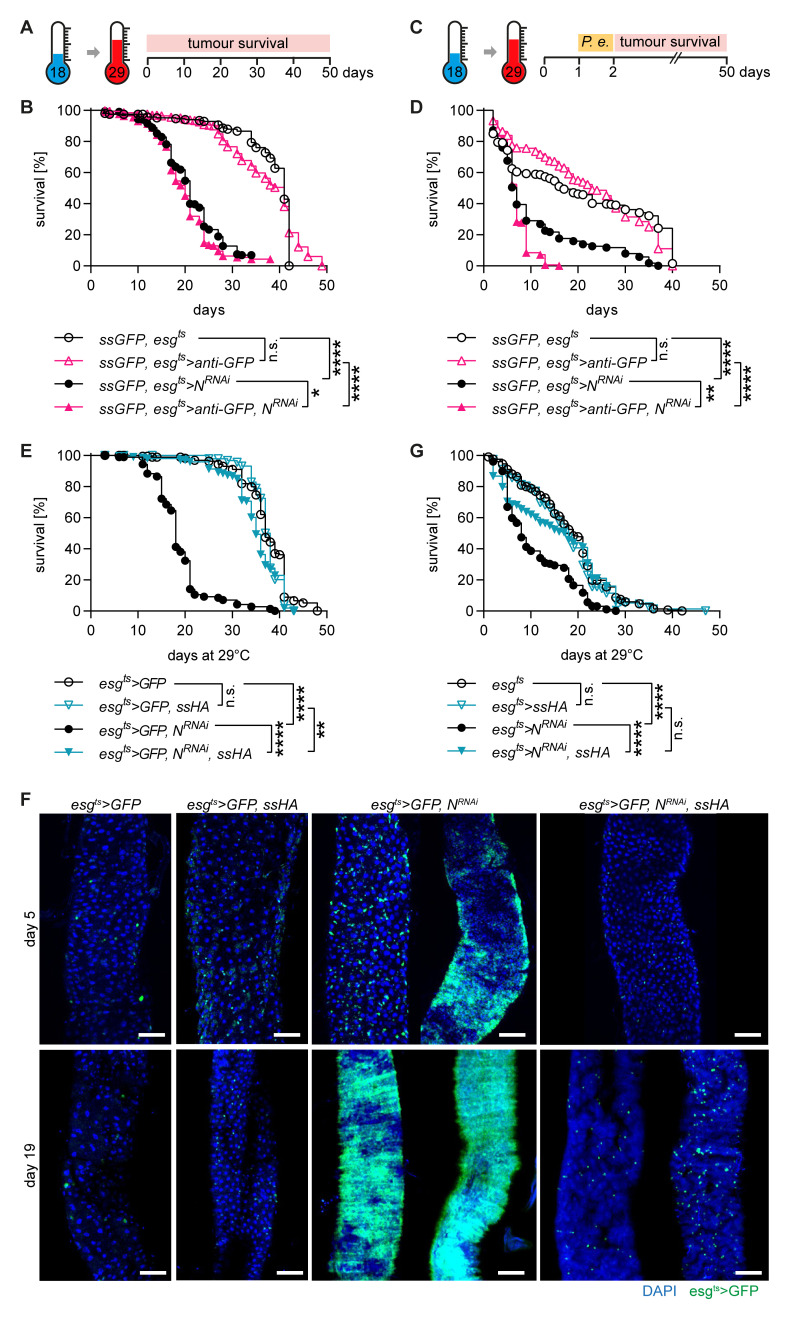
*Spineless* prevents tumour formation in the *Notch* ^RNAi^ tumour model. **A**) Schematic of *Notch* ^RNAi^ tumour model. **B**) Survival of flies with *spineless* inactivation and controls in the *Notch* ^RNAi^ tumour model. Data are pooled from 2 independent experiments, n=189-297 flies per genotype. **C**) Schematic of *Notch* ^RNAi^ tumour model with 24h low-dose *P*. *entomophila* infection. **D**) Survival of flies with *spineless* inactivation and controls in the *Notch* ^RNAi^ tumour model with 24h low-dose *P*. *entomophila* infection. Data are from two experiments with n=166-265 flies per genotype. **E**) Survival of *spineless* overexpression and controls in the *Notch* ^RNAi^ tumour model. Data are pooled from 2 independent experiments, n=173-202 flies per genotype. **F**) Representative fluorescent images of controls and *spineless* overexpressing flies at different timepoints of the *Notch* ^RNAi^ tumour model. Scale bars: 50µm. **G**) Survival of *spineless* overexpression and controls in the *Notch* ^RNAi^ tumour model with 24h low-dose *P*. *entomophila* infection. Data are from two experiments with n=187-232 flies per genotype. **B**, **D**, **E**, **G**) Data were analysed using Log-Rank test of survival curves and Bonferroni correction for multiple testing.

Spineless overexpression completely blocked the development of tumours ( Figure 3E, F). The median survival was increased from 18 days to 35 days by overexpressing Spineless in the *Notch* ^RNAi^ tumour model, which nearly matched the median survival of control flies (38 days). In the *Notch* ^RNAi^ model increased numbers of *esg ^ts^>GFP* positive cells or clonal tumours could already be seen by day 5 ( Figure 3F). By day 19, the *esg ^ts^>GFP* positive tumours took over most of the midgut in surviving flies. Spineless overexpressing flies showed no signs of tumour development at day 5 and at most a slight increase in the number of *esg ^ts^>GFP* positive cells by day 19. Spineless overexpression also increased survival when the *Notch* ^RNAi^ tumour model was combined with low-dose *P*. *entomophila* infection ( Figure 3G). Thus, Spineless can block tumour development in the *Drosophila* midgut, likely by inhibiting ISC proliferation.

### Spineless delays tumour formation in the *yki* ^act^ tumour model

We used a second tumour model to confirm the effect of Spineless. The transcriptional coactivator yorkie can regulate ISC proliferation during midgut epithelial regeneration ^40, 48– 50^. Mutation of 3 serine phosphorylation sites to alanine leads to a constitutively active form of yorkie ( *yki* ^act^) that is no longer subject to control by the Hippo pathway and leads to the formation of intestinal tumours ^27, 51^. We generated *esg ^ts^>yki* ^act^ *,ssHA* flies to overexpress Spineless in this tumour model. Spineless overexpression increased median survival from 7 days in *esg ^ts^>yki* ^act^ flies to 31 days, while control flies without *yki* ^act^ had a median survival of 37–39 days ( Figure 4A, B). This suggests that in this tumour model Spineless overexpression can also significantly delay tumour onset. The expansion of tumour cells in *esg ^ts^>yki* ^act^ flies was already visible after 2 days by microscopy but not visible in spineless overexpressing flies even by day 7 ( Figure 4C).

**Figure 4.**
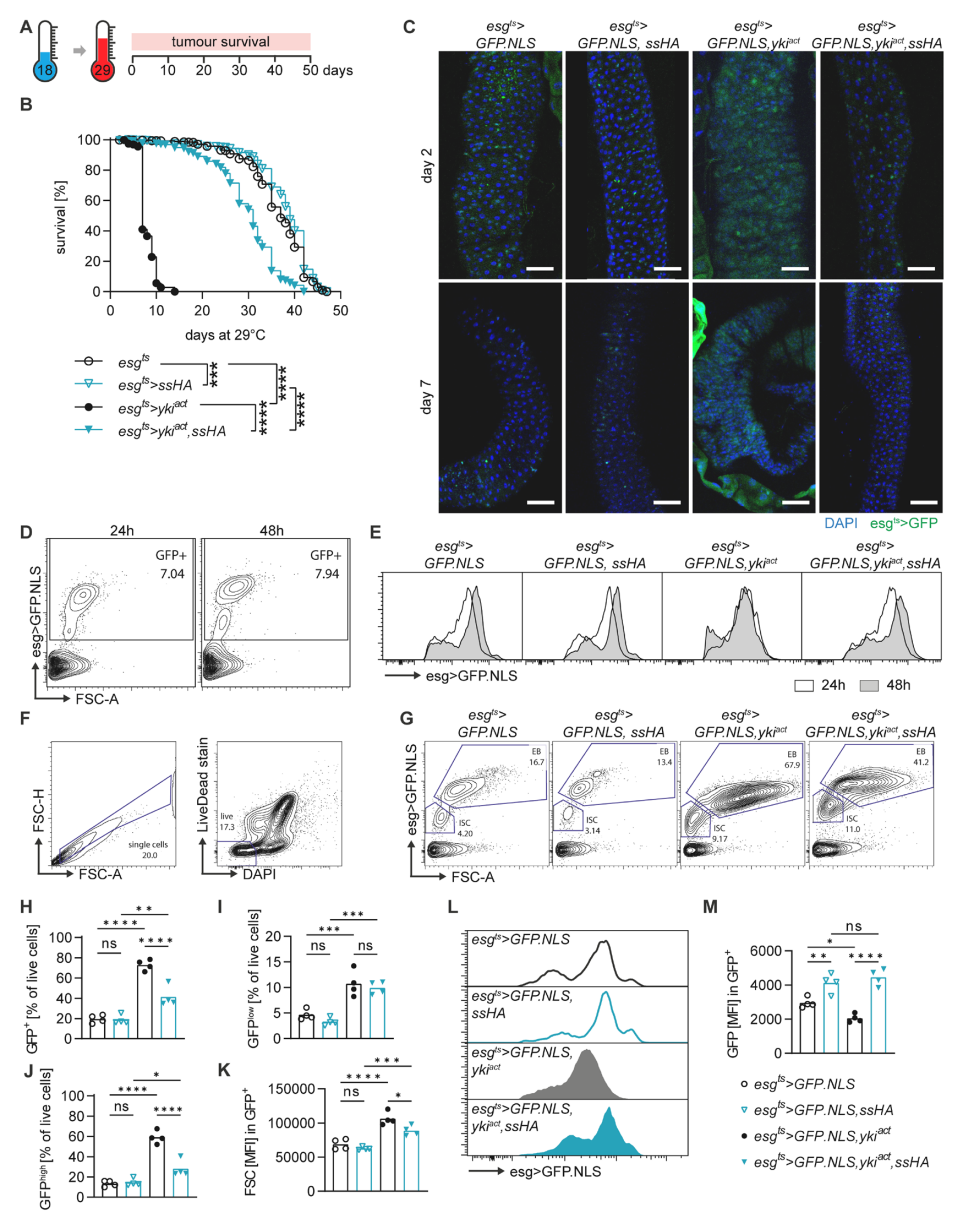
*Spineless* delays tumour formation in the *yki* ^act^ tumour model. **A**) Schematic of *yki* ^act^ tumour model. **B**) Survival of *spineless* overexpression and controls in the *yki* ^act^ tumour model. Data are pooled from 2 independent experiments, n=409-592 flies per genotype and compared using Log-Rank test of survival curves with Bonferroni correction for multiple comparisons. **C**) Representative fluorescent images of controls and *spineless* overexpressing flies at different timepoints after induction of the *yki* ^act^ tumour model. Scale bars: 50µm. **D**, **E**) Comparison of GFP expression at 24h and 48h after temperature shift from 18°C to 29°C. Cells were pre-gated on live, single cells. Data are from one experiment with n=3-5 samples per genotype and each sample is pooled from 2 midguts. **D**) FSC and GFP fluorescence in *esg ^ts^>GFP.NLS* flies. **E**) Comparison of GFP intensity across different genotypes. **F**- **M**) Flow cytometric analysis of midguts from day 2 of tumour induction at 29°C. Data are from n=4 samples (each sample is pooled from 24-30 midguts) and were analysed by 2-way ANOVA with Tukey correction for multiple comparisons. **F**, **G**) Representative flow cytometry plots of the gating of live, single cells ( **F**) and GFP expressing cells as a percentage of live, single cells ( **G**). **H**- **K**) Quantification of GFP ^+^ cells, GFP ^low^ and GFP ^high^ populations and cell size of GFP ^+^ cells. **L**) Representative flow cytometry plots of GFP intensity within GFP ^+^ cells. **M**) Quantification of GFP fluorescent intensity within GFP ^+^ cells.

Next, we sought to use flow cytometry to profile the GFP ^+^ cells in the midgut at an early timepoint of *yki* ^act^ tumour development. GFP ^+^ cells were already visible 24h after temperature shift, but the distinction between GFP ^low^ and GFP ^high^ cells was more apparent and the GFP intensity was higher after 48h ( Figure 4D, E). We therefore chose the 48h timepoint. The expansion of tumour cells with GFP ^high^ fluorescence and large cell size was clearly visible at this time ( Figure 4F, G). The frequency of GFP ^+^ cells increased more than 3-fold in *esg ^ts^>yki* ^act^ flies and was suppressed by spineless overexpression, although not to baseline levels ( Figure 4H). To quantify the frequency of GFP ^low^ and GFP ^high^ cells within GFP ^+^ cells ( Figure 4I, J), the gates had to be adjusted for each genotype to fit the populations ( Figure 4G). In this analysis Spineless overexpression suppressed the GFP ^high^ population in *yki ^act^* tumours. Tumour cells showed an increased size (FSC) compared to GFP ^+^ cells from tumour-free flies, which was partially rescued by spineless overexpression ( Figure 4K) and decreased intensity of GFP expression which was fully rescued by spineless overexpression ( Figure 4L, M). Together, these findings demonstrate that Spineless can strongly suppress or delay tumour formation in two independent models.

### Spineless affects cell metabolism, proliferation, and differentiation pathways

To understand how Spineless blocks the development of tumours, we sorted GFP ^low^ cells (likely ISC) and GFP ^high^ cells (likely EB) populations from flies with or without *yki* ^act^ tumours and with or without spineless overexpression to analyse their transcriptome. We chose 48h post temperature shift to analyse the transition from normal to tumour cells and to be able to distinguish and isolate the GFP ^low^ and GFP ^high^ cells populations by FACS. Given the differences in size and GFP intensity between the genotypes, the gates were adjusted for each genotype to best fit the populations ( Figure 4G). Principle component analysis indicated distinct clustering of GFP ^low^ and GFP ^high^ populations (mostly along PC2) as well as genotypes (mostly along PC1) ( Figure 5A). Samples from Spineless overexpressing flies grouped away from controls in the opposite direction of *yki* ^act^ tumour cells and *yki ^act^,ssHA* cells clustered closer to controls than to *yki* ^act^ tumour cells. This was also apparent in the number and overlap of differentially expressed genes across different comparisons in both the GFP ^low^ and GFP ^high^ cells ( Figure 5B, C) and broadly reflects the ability of Spineless to suppress tumour growth as seen in the survival experiments. Importantly, *yki ^act^* and *ssHA* expression were not reduced when expressed together as compared to flies that only overexpressed *yki ^act^* or *ssHA* alone ( Figure 5D, E), confirming that the inhibition of tumour growth in *yki ^act^,ssHA* flies is not merely the result of reduced *yki ^act^* expression.

**Figure 5.**
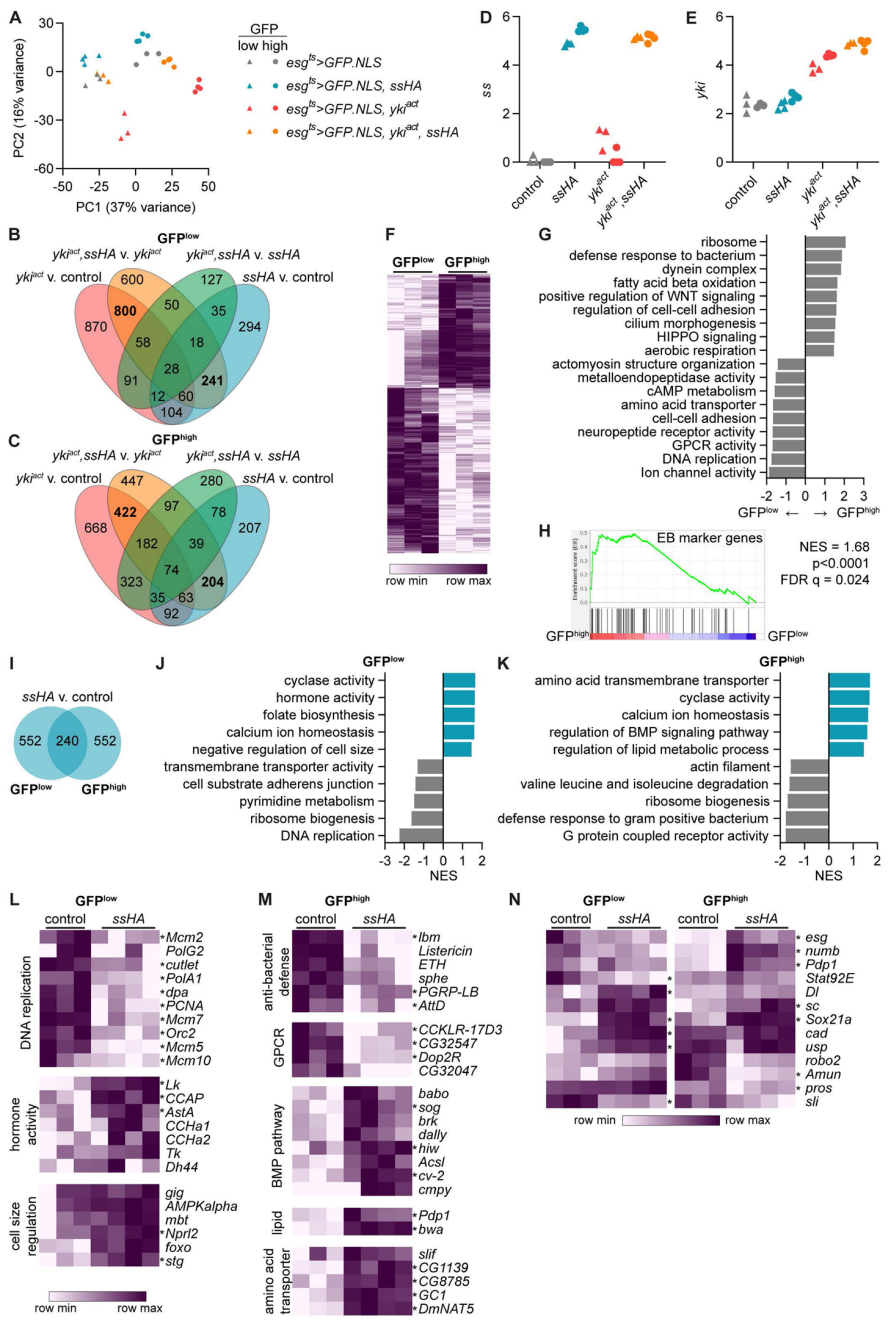
Spineless alters cell metabolism, proliferation and differentiation in midgut progenitors. Bulk RNA sequencing was conducted on sorted GFP ^low^ and GFP ^high^ cell populations 48h after temperature shift from 18°C to 29°C in the indicated genotypes. **A**) Principle component analysis of sequenced GFP ^low^ and GFP ^high^ samples. **B**, **C**) Overlap of differentially expressed genes (adjusted p value <0.05, |FC|>2). 3388 unique genes were differentially expressed between the different genotypes across all ISC samples ( **B**) and 3211 unique genes across all EB samples ( **C**). **D**, **E**) Expression of *ss* and *yki* in sequenced samples is depicted in log _10_ (raw counts +1). **F**) Heatmap of differentially expressed genes between GFP ^low^ and GFP ^high^ populations in control flies ( *esg ^ts^>GFP.NLS*). Shown are 484 genes upregulated and 702 genes downregulated in GFP ^high^ vs. GFP ^low^ cells with p _adj_<0.05 and |log _2_(FC)|>1. **G**) Gene set enrichment analysis comparing GFP ^high^ vs. GFP ^low^ cells from *esg ^ts^>GFP.NLS* flies. Selected pathways with p<0.05 are shown. **H**) Gene set enrichment analysis comparing GFP ^high^ vs. GFP ^low^ cells from *esg ^ts^>GFP.NLS* flies against known marker genes of EB (reference 35) showing positive enrichment of EB marker genes in GFPhigh cells. **I**) Number of differentially expressed genes between *esg ^ts^>GFP.NLS,ssHA* and *esg ^ts^>GFP.NLS* samples (padj<0.05, |FC|>2). **I**, **J**) Gene set enrichment analysis comparing **J**) GFP ^low^ and **K**) GFP ^high^ cells from *esg ^ts^>GFP.NLS,ssHA* to *esg ^ts^>GFP.NLS* samples. Selected pathways with p<0.05 are shown. **L**), **M**) Examples of genes from the leading edge of enriched pathways shown in **J**) and **K**). **N**) Key genes involved in midgut stem cell maintenance and differentiation. **L**- **N**) Genes with significant differential expression (p _adj_<0.05, |FC|>2) are denoted by *.

Within control *esg ^ts^>GFP.NLS* flies we observed substantial changes between the two sorted populations. 702 genes were upregulated and 484 genes downregulated in sorted GFP ^high^ versus GFP ^low^ cells ( Figure 5F, Table 4). GFP ^low^ cells were enriched for genes relating to Ion channel activity, DNA replication, and GPCR activity ( Figure 5G). GFP ^high^ cells were enriched for genes relating to ribosomes, defense response against bacteria, and metabolic pathways including fatty acid beta oxidation and aerobic respiration. They also showed increased expression of genes relating to WNT and HIPPO signaling as well as cilium morphogenesis, suggesting differentiation towards mature epithelial cells. We also compared our data to published single cell RNA sequencing data from Hung *et al.* ^35^, and found significant enrichment of their EB markers in GFPhigh versus GFP low cells ( Figure 5H). Their ISC marker genes were not significantly enriched in our dataset.

**Table 4.** Top 50 up- or down-regulated genes between GFP ^high^ and GFP ^low^ cells in *esg ^ts^>GFP.NL* *S* flies.

upregulated		downregulated	
Gene ID	GFP ^high^ vs. GFP ^low^ [log _2_ (fold change)]	Gene ID	GFP ^high^ vs. GFP ^low^ [log _2_ (fold change)]
FBgn0266489	11.34	FBgn0051354	-9.26
FBgn0260464	10.86	FBgn0020299	-8.93
FBgn0261360	9.61	FBgn0039380	-8.88
FBgn0050151	7.67	FBgn0016975	-8.87
FBgn0085342	7.04	FBgn0028517	-8.39
FBgn0031032	6.55	FBgn0000406	-8.22
FBgn0029810	6.46	FBgn0085380	-7.56
FBgn0264605	6.45	FBgn0266677	-7.54
FBgn0085291	6.43	FBgn0040968	-7.48
FBgn0036953	6.33	FBgn0032602	-7.24
FBgn0266645	6.29	FBgn0041706	-7.16
FBgn0029970	6.14	FBgn0036323	-7.12
FBgn0039523	6.03	FBgn0042696	-7.11
FBgn0062412	5.88	FBgn0036834	-7.07
FBgn0035300	5.77	FBgn0031850	-6.89
FBgn0030607	5.74	FBgn0004516	-6.85
FBgn0050090	5.57	FBgn0054045	-6.76
FBgn0031514	5.51	FBgn0034275	-6.76
FBgn0003129	5.18	FBgn0050440	-6.72
FBgn0266742	5.05	FBgn0036553	-6.68
FBgn0051454	4.98	FBgn0028527	-6.66
FBgn0052536	4.72	FBgn0040507	-6.64
FBgn0031098	4.61	FBgn0263761	-6.62
FBgn0001208	4.56	FBgn0039827	-6.54
FBgn0042627	4.47	FBgn0035086	-6.51
FBgn0035317	4.29	FBgn0026403	-6.50
FBgn0028955	4.23	FBgn0250871	-6.45
FBgn0266935	4.17	FBgn0034943	-6.44
FBgn0033065	3.94	FBgn0028863	-6.42
FBgn0031630	3.86	FBgn0039478	-6.37
FBgn0015288	3.84	FBgn0034935	-6.35
FBgn0030945	3.81	FBgn0030634	-6.33
FBgn0040609	3.78	FBgn0002573	-6.29
FBgn0039385	3.70	FBgn0035695	-6.23
FBgn0038832	3.68	FBgn0027589	-6.23
FBgn0010774	3.67	FBgn0031811	-6.17
FBgn0003002	3.64	FBgn0036467	-6.00
FBgn0261801	3.62	FBgn0003308	-6.00
FBgn0031021	3.53	FBgn0039201	-5.98
FBgn0263652	3.51	FBgn0039681	-5.96
FBgn0021776	3.51	FBgn0086913	-5.96
FBgn0013323	3.43	FBgn0039719	-5.96
FBgn0033447	3.39	FBgn0004429	-5.94
FBgn0263046	3.37	FBgn0053777	-5.93
FBgn0266624	3.35	FBgn0030261	-5.93
FBgn0264503	3.33	FBgn0033130	-5.89
FBgn0003261	3.33	FBgn0039038	-5.88
FBgn0032782	3.17	FBgn0261673	-5.88
FBgn0034013	3.09	FBgn0031930	-5.86
FBgn0033446	3.09	FBgn0036715	-5.85

We next focused our attention on the gene expression changes driven by overexpression of Spineless. 792 genes were differentially expressed between Spineless overexpression and control samples in both the GFP ^low^ and GFP ^high^ populations, with 240 genes in common ( Figure 5I). As expected, *spineless* was highly overexpressed in both cell types ( Figure 5D). Using gene set enrichment analysis, we found that Spineless reduced expression of genes relating to DNA replication in GFP ^low^ cells ( Figure 5J), which correlates well with our earlier findings that Spineless suppressed cell proliferation after *P. entomophila* infection ( Figure 1). Pathways relating to DNA replication were only enriched in GFP ^low^ cells, but not GFP ^high^ cells which is in line with EB not proliferating ( Figure 5J, K). In GFP ^low^ cells, Spineless increased expression of genes relating to hormone activity, including several hormones secreted by enteroendocrine cells ( *AstA*, *Tk*, *CCha1*, *CCha2*) ^52^ ( Figure 5L). This suggests that Spineless overexpression may result in an increase in *esg>GFP* ^+^ enteroendocrine cells, a population that has previously been reported ^53^. Spineless overexpression also increased expression of genes relating to negative regulation of cell size, such as *Nprl2*, *foxo* and *stg* ( Figure 5J, L). This is in line with our earlier findings that GFP ^low^ cells from Spineless overexpressing flies were smaller on flow cytometry ( Figure 2J) and ISC-specific overexpression of Spineless reduced their cell size ( Figure 2Q). Spineless overexpression increased expression of genes relating to calcium ion homeostasis and cyclase activity and reduced expression of genes relating to ribosome biogenesis in both GFP ^low^ and GFP ^high^ cells ( Figure 5J, K).

In GFP ^high^ cells, Spineless overexpression reduced expression of anti-bacterial defence genes, GPCR activity and actin filament ( Figure 5K, M). Genes relating to lipid metabolism, amino acid transporters and the BMP pathway were increased. The BMP signalling pathway has been shown to antagonize the response to injury and return ISC to a quiescent state after injury-induced proliferation ^54– 56^. Inhibition of the BMP pathway by Spineless may contribute to the reduced stem cell proliferation in response to infection we observed earlier.

In addition to annotated GO pathways, we also sought to directly analyse the expression of genes with known critical roles in the midgut ( Figure 5N). *Stat92E* is a key transcription factor downstream of JAK-STAT signalling. It is normally increased during midgut regeneration after injury to promote stem cell proliferation ^57^. Spineless overexpressing GFP ^low^ cells showed decreased expression of *Stat92E*, which may in part explain their reduced proliferative capacity. The mammalian genes *Cdx2* and *Rxra* are directly regulated by AHR in the intestinal epithelium of mice ^5^. Spineless increased the expression of their homologs *caudal* ( *cad*) and *ultraspiracle* ( *usp*) in GFP ^low^ cells. The sequencing data confirmed increased *esg* expression in GFP ^high^ but not GFP ^low^ cells from Spineless overexpressing flies, in line with our earlier flow cytometry and qPCR data ( Figure 2M–O). *Esg* has been reported to maintain stemness in ISC and EB ^44, 45^. In EB, Escargot also enhances Notch signalling by inhibiting Amun which may promote differentiation. Increased expression of the Notch ligand *Delta* ( *Dl*) in GFP ^low^ cells and the transcription factor *Sox21a* in GFP ^low^ and GFP ^high^ cells could promote increased differentiation of EB to enterocytes ^22, 58– 60^ and the enteroendocrine marker *pros* was decreased in GFP ^high^ cells. However, many of the differentially expressed genes promote differentiation into enteroendocrine cells. *Scute (sc)* overexpression in ISC and EB leads to an increase in Pros ^+^ enteroendocrine cells ^61^, *numb* facilitates enteroendocrine cell fate specification by limiting Notch signalling ^62^, and Pdp1 is a transcription factor in enteroendocrine cells with binding sites in the promoters of hormones ^35^. Spineless increased expression of *sc*, *numb* and *Pdp1* in GFP ^high^ cells. *Sli* encodes Slit, a ligand for the receptor Robo2. The Slit/Robo2 pathway forms part of a negative feedback loop that limits commitment to the enteroendocrine lineage ^63^. We found decreased expression of s *li* in GFP ^low^ cells and of *robo2* in GFP ^high^ cells from Spineless overexpressing flies. Taken together, the RNA sequencing data suggest that Spineless changes expression of a range of key factors involved in epithelial cell differentiation and might promote cell fate specification of enteroendocrine cells.

### Spineless and AHR regulate common target genes in the intestinal epithelium

To determine if AHR and Spineless had evolutionary conserved target genes in the intestinal epithelium, we generated a list of broadly homologous genes that were directly or indirectly regulated by AHR in mouse epithelium and by Spineless in the *Drosophila* midgut. This yielded 213 mouse genes and 260 homologous fly genes ( Figure 6A). We then used gene ontology analysis of the mouse genes to determine which pathways were regulated by AHR/Spineless ( Figure 6B). Target genes were enriched for pathways critical for mature epithelial cells, such as brush border maintenance, protein digestion and absorption and the extracellular matrix. Several enriched pathways were similar to those enriched in *ssHA* compared to control, such as lipid metabolism and calcium ion binding. These data suggest that AHR and Spineless control over 200 evolutionarily conserved genes, many of which have key functions in the intestinal epithelium.

**Figure 6.**
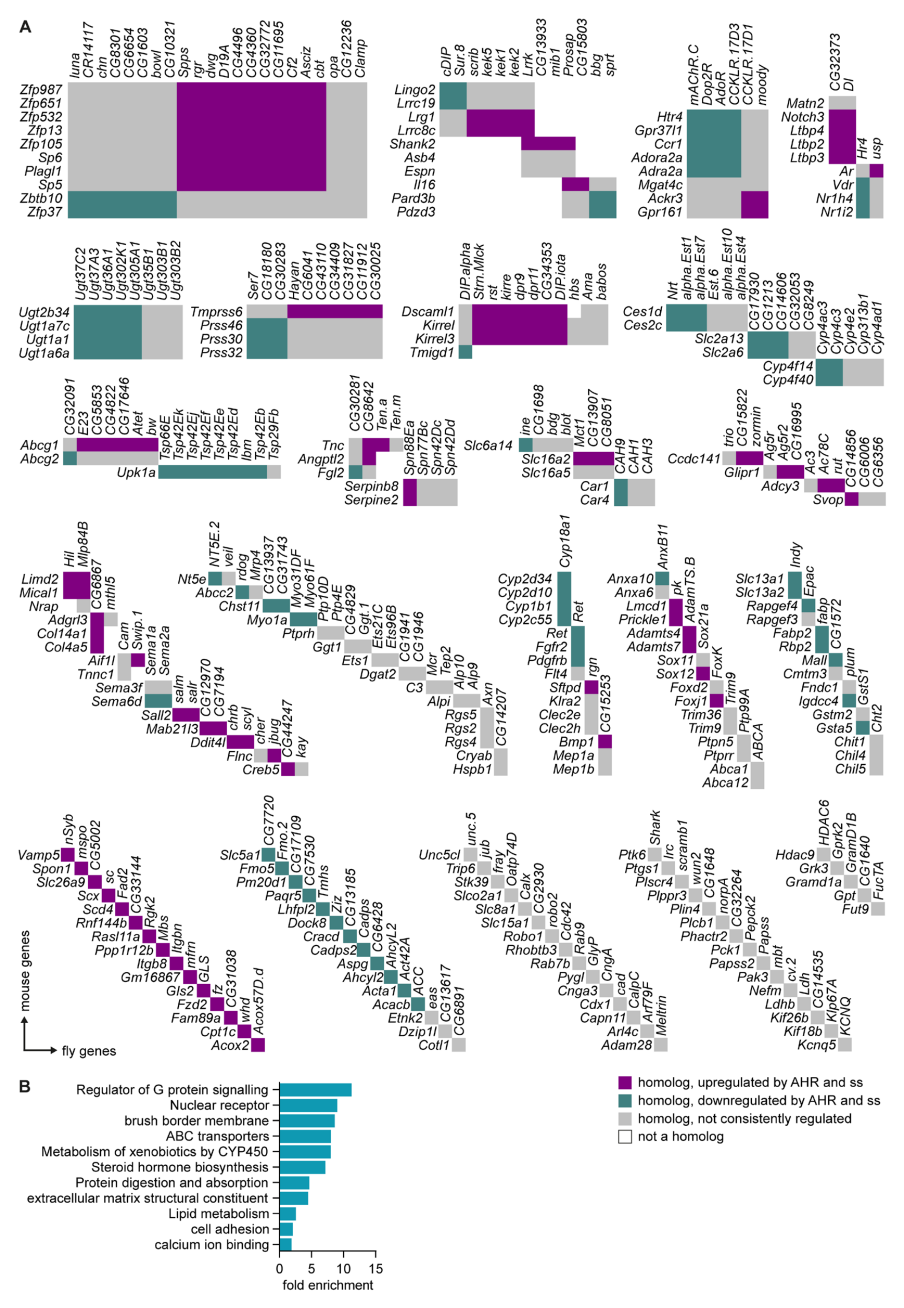
Regulation of evolutionarily conserved genes by Spineless and AHR. **A**) Homology between mouse genes regulated by AHR and fly genes regulated by Spineless. Beyond the homolog clusters, genes are arranged in no particular order. **B**) Gene ontology analysis using DAVID of AHR-regulated mouse genes with homology to fly genes with differential expression between *esg ^ts^>GFP.NLS,ssHA* and *esg ^ts^>GFP.NLS* samples. Selected pathways are shown.

### *yki ^act^* induces proliferation and changes cellular metabolism in the midgut

Next, we analysed the pathways that were differentially expressed in *yki ^act^* tumour samples. Tumour cells clustered farthest from control cells on the PCA ( Figure 5A) and correspondingly had the highest number of differentially expressed genes, 2023 in GFP ^low^ and 1859 in GFP ^high^ cells, 830 of which were in common ( Figure 7A). Tumour GFP ^low^ cells were enriched for pathways relating to cell proliferation such as DNA replication and showed an altered metabolism with increased expression of oxidative phosphorylation and fatty acid beta oxidation pathways ( Figure 7B). Pathways relating to cell-cell adhesion, midgut development, regulation of cell growth, the extracellular matrix and antibacterial response were all downregulated in tumour GFP ^low^ cells. In GFP ^high^ cells, tumour samples continued to upregulate pathways of cell proliferation and altered metabolism ( Figure 7C). They also upregulated genes in the SWI SNF superfamily complex such as *Iswi*, *Acf*, *HDAC1* and *Nurf-38*, which are involved in chromatin remodelling. Tumour GFP ^high^ cells downregulated pathways relating to cell-cell adhesion and the extracellular matrix similar to GFP ^low^ cells and also reduced expression of genes involved in cilium morphogenesis, GPCR signalling and hormone activity. This shows that *yki ^act^* tumour cells reduced expression of genes critical for the normal function of epithelial cells in exchange for genes driving proliferation and altered metabolism.

**Figure 7.**
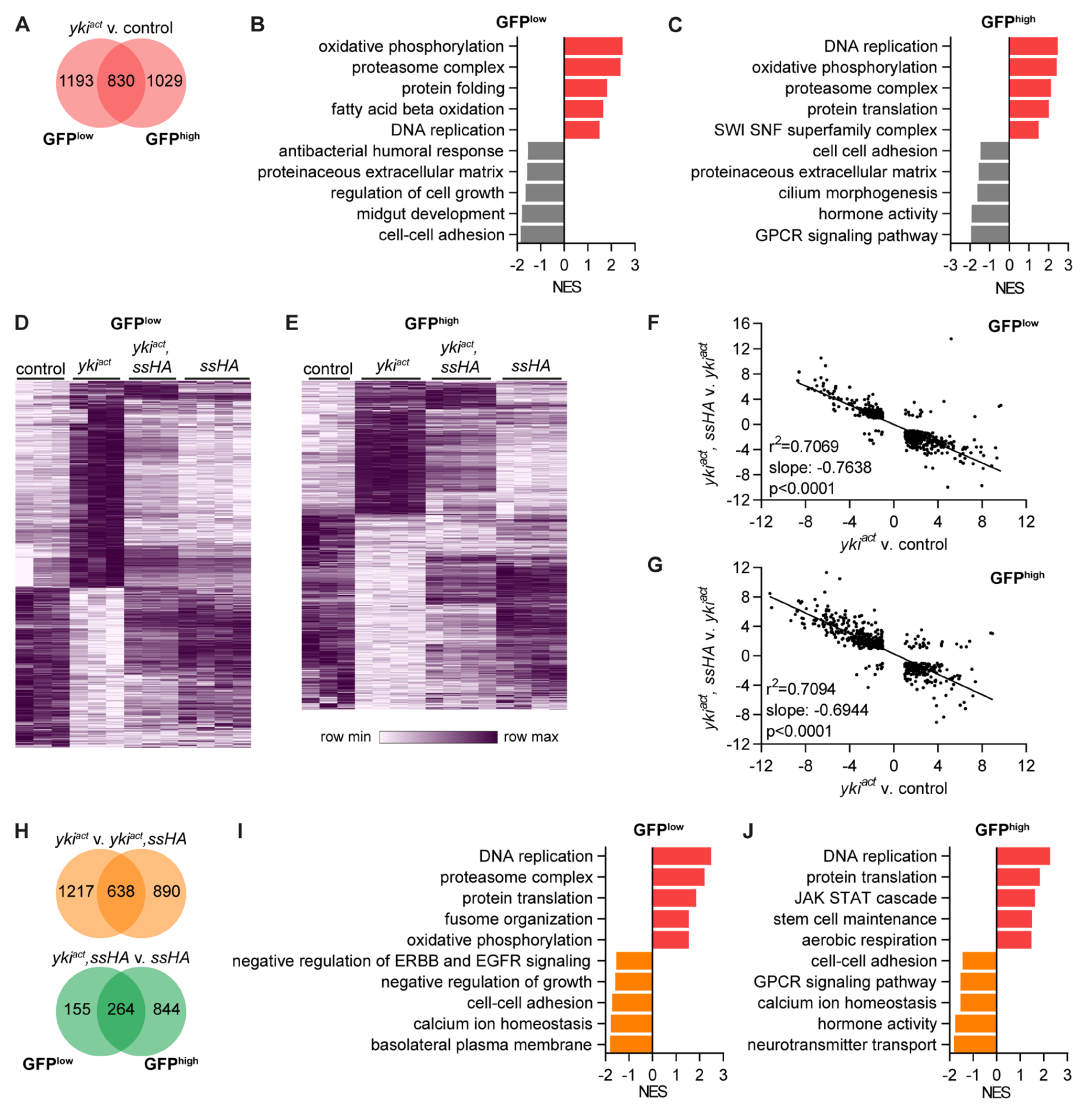
Spineless reverses effects of *yki ^act^* tumour on gene expression. **A**) Number of differentially expressed genes between *esg ^ts^>GFP.NLS,yki ^act^* and *esg ^ts^>GFP.NLS* samples (padj<0.05, |FC|>2). **B**, **C**) Gene set enrichment analysis comparing **B**) GFP ^low^ and **C**) GFP ^high^ cells from *esg ^ts^>GFP.NLS,yki ^act^* to *esg ^ts^>GFP.NLS* samples. Selected pathways are shown. **D**, **E**) Hierarchical clustering of genes differentially expressed between *esg ^ts^>GFP.NLS,yki ^act^* and *esg ^ts^>GFP.NLS* samples. **D**) 2023 genes with differential expression in ISC are shown. **E**) 1859 genes with differential expression in EB are shown. **F**, **G**) Simple linear regression analysis of **F**) 946 genes in **B**) GFP ^low^ cells and **G**) 741 genes in GFP ^high^ cells that are differentially expressed in both comparisons of *esg ^ts^>GFP.NLS,yki ^act^* to *esg ^ts^>GFP.NLS* and of *esg ^ts^>GFP.NLS,yki ^act^,ssHA* to *esg ^ts^>GFP.NLS,yki ^act^*. **H**) Number of differentially expressed genes between *esg ^ts^>GFP.NLS,yki ^act^* to *esg ^ts^>GFP.NLS,yki ^act^,ssHA* samples or between *esg ^ts^>GFP.NLS,yki ^act^,ssHA* to *esg ^ts^>GFP.NLS,ssHA* samples (padj<0.05, |FC|>2). **I**, **J**) Gene set enrichment analysis comparing **I**) GFP ^low^ and **J**) GFP ^high^ cells from *esg ^ts^>GFP.NLS,yki ^act^* to *esg ^ts^>GFP.NLS,yki ^act^,ssHA* samples. Selected pathways are shown.

### Spineless reverses effects of *yki ^act^* tumour on gene expression

From the PCA it was apparent that *yki ^act^* tumour samples clustered separately from controls and concurrent spineless overexpression reversed this effect so that *yki ^act^,ssHA* samples clustered closer to controls. This reversal was also visible on the level of individual genes. Hierarchical clustering of all genes with differential expression in *yki ^act^* vs. control GFP ^low^ cells showed that Spineless reversed the expression of most of those genes ( Figure 7D). This effect was less pronounced in GFP ^high^ cells ( Figure 7E). For genes that were differentially expressed in both comparisons ( *yki ^act^* v. control and *yki ^act^,ssHA* vs. *yki ^act^*), the effect of *yki ^act^* was almost perfectly reversed by Spineless in both GFP ^low^ and GFP ^high^ cells ( Figure 7F, G). This effect was also visible in the number of differentially expressed genes between *yki ^act^,ssHA* vs. *yki ^act^*, which were similar to the numbers between *yki ^act^* tumours and controls ( Figure 7H). In contrast, there were only 419 differentially expressed genes in GFP ^low^ cells between and *yki ^act^,ssHA* vs. *ssHA*, suggesting that the tumours had a limited effect on gene expression in the presence of Spineless. In GFP ^high^ cells, the difference was much larger with 1108 genes. On the level of pathways the comparison of *yki ^act^* vs. *yki ^act^,ssHA* was similar to that of *yki ^act^* vs. controls ( Figure 7I, J). Concurrent Spineless overexpression in *yki ^act^* tumours suppressed the cell proliferation and oxidative phosphorylation pathways and increased pathways relating to normal epithelial function such as cell-cell adhesion, regulation of growth, basolateral membrane, hormone activity and GPCR signalling. These results clearly show that Spineless can largely reverse the effects of *yki ^act^* on gene expression and as a result restore normal cell function and metabolism pathways in midgut progenitors.

Taken together, our results demonstrate how Spineless can act as a tumour suppressor in the adult *Drosophila* intestine by limiting stem cell proliferation and promoting epithelial cell differentiation ( Figure 8). This shows that Spineless has functional activity in the adult intestine and adds to a growing body of evidence that Spineless fulfils roles beyond development.

**Figure 8.**
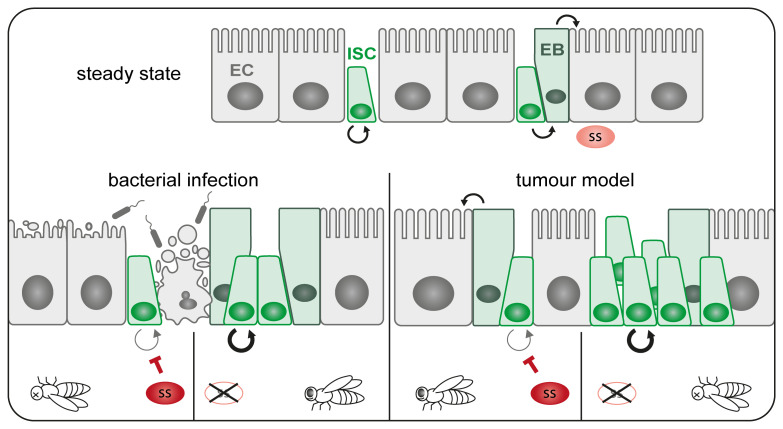
Schematic of Spineless function in the intestine. At steady state ISC undergo self-renewal in symmetric divisions or asymmetric divisions in to ISC and EB, which in turn give rise to mature enterocytes. Spineless is expressed at low levels during steady state. Bacterial infection leads to epithelial damage and stem cell proliferation to regenerate the epithelium. Spineless overexpression blocks ISC proliferation and reduces survival while spineless inactivation increases ISC proliferation. In tumour models, spineless overexpression blocks tumour growth and promotes differentiation thereby prolonging fly survival. Spineless inactivation accelerates tumour growth and decreases lifespan. EB, enteroblast; EC, enterocyte; ISC, intestinal stem cell; ss, spineless.

## Discussion

Our *Drosophila* study shows that Spineless regulates several conserved pathways in the intestine that are known to be regulated by AHR in mammals. The BMP gradient increases from crypt to villus and drives terminal differentiation of goblet cells and enterocytes in the mammalian intestine ^64^. Genes in the BMP pathway were increased by Spineless overexpression in GFP ^high^ cells, suggesting that Spineless promotes differentiation of the epithelial lineage. Interactions between AHR and the BMP pathway have previously been suggested ^65, 66^, but have not been explored in the intestine. Spineless overexpression also increased expression of *cad* in GFP ^low^ cells. Its homolog *Cdx2* is a direct target of AHR in mouse epithelial cells ^5^. Both *cad* and *Cdx2* function in regionalization of the intestine ^35, 67^. *Cad* has also been shown to repress antimicrobial genes ^68^, which could explain reduced expression of anti-bacterial defence genes following Spineless overexpression. *Cad* overexpression results in reduced ISC proliferation and epithelial regeneration after injury ^69^, similar to what we observed when overexpressing Spineless during *P. entomophila* infection. Likewise, *usp*, the homolog of the direct AHR target *Rxra* ^70^ was also increased by Spineless. This suggests that AHR/Spineless have evolutionarily conserved target genes with critical functions in epithelial homeostasis.

This work identified novel tumour suppressing functions for Spineless. In mice, AHR was shown to suppress colorectal cancer development in an epithelial cell-intrinsic manner ^4, 71^. We found that Spineless inactivation resulted in slightly accelerated death from *Notch* ^RNAi^ tumours and Spineless overexpression delayed tumour growth and drastically prolonged survival in two independent tumour models. The minor effect of Spineless inactivation compared to overexpression may be due to the low baseline expression of Spineless in the midgut, while overexpression increased spineless mRNA 10,000-fold. Spineless may suppress tumour growth on a fundamental level. Our results support two potential tumour-suppressing mechanisms for Spineless: the ability to restrain stem cell proliferation as observed following *P. entomophila* infection and to promote epithelial differentiation as highlighted by the transcriptomic data. Evidence for Spineless suppressing proliferation was also visible on the mRNA level, where it reversed *yki ^act^*-induced pathways relating to DNA replication and cell division. Spineless largely reversed the effects of *yki ^act^* on gene expression and thereby restored normal cell function and metabolism in midgut progenitors. Further experiments are needed to confirm these changes in gene expression on the functional level. AHR was shown to directly affect transcription downstream of the Hippo pathway by restricting chromatin accessibility to Yap/Tead transcriptional targets ^5^ and to interact with chromatin remodelling complexes ^72^. It is possible that Spineless similarly alters chromatin accessibility to repress *yki* target genes. Previous work found that Spineless binding is associated with chromatin opening during butterfly wing metamorphosis ^73^. The role of AHR in cancer in general is still debated and it may differentially affect tumour cells and immune cells ^74, 75^. In the mammalian intestine, several studies find beneficial functions for AHR as a tumour suppressor ^1^, suggesting that the *Drosophila* model system could be used to further study tumour suppressing functions of AHR/Spineless.

A limitation of this study is that the findings on the tumour suppressor functions of Spineless are largely based on overexpression studies. We did observe minor effects of Spineless inactivation, which lead to accelerated death in the *Notch* ^RNAi^ tumour model. The effects of Spineless overexpression, however, were much more pronounced and further explored in the *yki ^act^* tumour model and the RNA sequencing data. It is possible that overexpression of Spineless at such high levels results in the interaction with novel cellular targets and therefore novel phenotypes. In mammals, AHR is needed to end the regenerative response of the intestinal epithelium after injury to allow the epithelial barrier to return to its mature state ^5^. Whether Spineless fulfils similar functions by limiting ISC proliferation and promoting differentiation into mature epithelial cells after bacterial infection or in tumour models remains to be tested in flies with Spineless inactivation or knockdown. 

Others have shown that Spineless may affect movement, the oxidative stress response, or long-term memory formation in adult flies ^76, 77^. Our work adds to this growing body of evidence that Spineless fulfils roles beyond development in adult *Drosophila*. In a study by Sonowal and colleagues *Drosophila* healthspan was increased by indoles in a Spineless-dependent manner ^78^. This result is surprising given that the ligand-binding domain of AHR is not conserved in Spineless and Spineless nuclear translocation is independent of dioxin ^6, 11^. In our study, Spineless inactivation or overexpression had no apparent effect on organismal survival in the absence of tumours.

Spineless function is most likely controlled on the transcriptional level but which factors control its expression or if there are additional protein complexes that can retain Spineless in the cytoplasm similar to AHR is not known. Ligand-dependent activation of AHR in vertebrates might offer an evolutionary advantage by allowing a rapid response and the integration of environmental signals. Despite these differences in activation, AHR and Spineless bind the same DNA sequence and we show here that they regulate evolutionarily conserved target genes and pathways critical for the maintenance of intestinal epithelial homeostasis.

## Ethics

Ethical approval was not required.

## Data Availability

NCBI's Gene Expression Omnibus: The RNA sequencing dataset generated in this study is accessible through GEO Series accession number GSE229388 ( http://identifiers.org/GEO:GSE229388) ^79^. BioImage Archive: Original images have been submitted to BioStudies BioImage Archive under accession number S-BIAD1553 ( http://identifiers.org/BioStudies:S-BIAD1553) ^80^.

How the deposited data were processed for this re-analysis (not part of the article)

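RNA was sequenced by the authors from GFPlow and GFPhigh midgut progenitors sorted from control, ssHA, ykiact and ykiact,ssHA flies. The sample labels describe 28 samples and name their cells intestinal stem cells or enteroblasts. These were read as GFPlow and GFPhigh cells, which the paper calls likely ISC and likely EB. On that reading, GFPlow cells have 3 control, 4 ssHA, 3 ykiact and 3 ykiact,ssHA samples. GFPhigh cells have 3 control, 4 ssHA, 4 ykiact and 4 ykiact,ssHA samples. The authors deposited 2 tables of all samples, one of estimated counts per gene made with salmon and one of variance-stabilized values. Each table names its 28 value columns by identifiers that match no sample label and no name in the paper's text. Because the 56 columns of both tables were matched to no sample, and neither the order of the columns nor their values can stand in for a label, no expression value from either table was used here. Differential expression and gene set tests need sample labels and were therefore not run. Sequencing depth and principal components were not analysed either, because only the column names of these tables were read. No conclusion of the paper that rests on the sequencing has values beside it.

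The values given concern the spineless gene and the constructs made from it. Gene, transcript, exon, coding sequence and stop codon positions were taken from the Ensembl annotation of Drosophila melanogaster, release 115, assembly BDGP6.54, with positions counted from 1. The paper names its genome as BDGP6 without an annotation release. An intron was taken as the interval between neighbouring exons of a transcript, and protein lengths as the number of annotated codons without the stop codon. Primer and Cas9 target sequences were copied from the paper's Methods, reverse-complemented where needed and translated with the standard genetic code in Python 3.11.15. The bases written in capitals in HR1R were read as spineless and those in lower case as eGFP. No genome sequence was used here, so the match between these oligonucleotides and the annotated stop codon of ss-RA rests on the primer that the paper used on ss-RA cDNA. These values come from annotation and design, so they have no replicates and no measurement error. The map of the gene's 3' end was drawn with matplotlib 3.10.9.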

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

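The values given describe annotation, and their alternatives were all chosen after the annotation had been examined. The length of the last intron was taken from the Ensembl annotation alone and was not recomputed under another annotation, since the RefSeq gene table used here gives gene bounds and no exons. The RefSeq gene table of the same assembly gave spineless the same span of 29257 bp and the same number of transcripts, 3, as the Ensembl annotation. Whether the RefSeq and Ensembl gene models share a source was not examined here, so this match is not independent support. The alternatives for differential expression that were set before the data were examined, on scaling, low-count filters, models and samples left out, were not run. No paired analysis was possible because the value columns of the deposited tables carry no sample label or replicate number and no test was made. What sequencing depth limits was not analysed here.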

Other observations

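In ssGFP, the eGFP sequence was inserted before the stop codon that follows HLHHGHR, the same end that the paper used from ss-RA cDNA for UAS-ssHA. In the annotation, the last coding base of ss-RA, at 16376229, and the stop codon after it lie in the last intron of ss-RC and ss-RD, so that the insertion site is coding in 1 of the 3 annotated transcripts. The paper uses ssGFP with a membrane-anchored anti-GFP nanobody to inactivate Spineless. With the rotund driver, it reports antenna and leg phenotypes like those of spineless mutants. The paper takes these as evidence that the approach can block Spineless function. It does not report which isoforms carry the tag. Whether the inserted cassette changes splicing of this intron, and whether ss-RC or ss-RD are present in midgut progenitors, was not tested here. The paper's Methods list qPCR primers for measuring the ss-A and ss-C/D isoforms, but its text gives no result by isoform. No explanation was tested here.

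The Results describe the UAS-ss transgene as carrying a 3xHA tag and the Methods describe 2 HA tags. The reverse primer given in the Methods encodes 2 copies of the epitope.

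Adding the 291 bp of the last intron to the paper's product lengths for ss-C/D, 395 and 456 bp, gives 686 and 747 bp, which are the lengths that the paper states for ss-A with these primers. The paper does not say whether its lengths were measured or predicted from annotated transcripts. The match is therefore no independent check of the intron.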
